# Ferredoxin C2 is required for chlorophyll biosynthesis and accumulation of photosynthetic antennae in Arabidopsis

**DOI:** 10.1111/pce.14667

**Published:** 2023-07-10

**Authors:** Marcela Davalos Tournaire, Lars B. Scharff, Manuela Kramer, Tatjana Goss, Linda Vuorijoki, Melvin Rodriguez‐Heredia, Sam Wilson, Inga Kruse, Alexander Ruban, Janneke Balk L., Toshiharu Hase, Poul‐Erik Jensen, Guy T. Hanke

**Keywords:** chloroplast envelope

## Abstract

Ferredoxins (Fd) are small iron‐sulphur proteins, with sub‐types that have evolved for specific redox functions. Ferredoxin C2 (FdC2) proteins are essential Fd homologues conserved in all photosynthetic organisms and a number of different FdC2 functions have been proposed in angiosperms. Here we use RNAi silencing in *Arabidopsis thaliana* to generate a viable *fdC2* mutant line with near‐depleted FdC2 protein levels. Mutant leaves have ~50% less chlorophyll *a* and *b*, and chloroplasts have poorly developed thylakoid membrane structure. Transcriptomics indicates upregulation of genes involved in stress responses. Although *fdC2* antisense plants show increased damage at photosystem II (PSII) when exposed to high light, PSII recovers at the same rate as wild type in the dark. This contradicts literature proposing that FdC2 regulates translation of the D1 subunit of PSII, by binding to *psbA* transcript. Measurement of chlorophyll biosynthesis intermediates revealed a build‐up of Mg‐protoporphyrin IX, the substrate of the aerobic cyclase. We localise FdC2 to the inner chloroplast envelope and show that the FdC2 RNAi line has a disproportionately lower protein abundance of antennae proteins, which are nuclear‐encoded and must be refolded at the envelope after import.

## Summary statement

Ferredoxin C2 proteins are essential [2Fe‐2S] cluster proteins present in all green organisms. Here we show that they are localised to the chloroplast envelope and use RNAi in *Arabidopsis thaliana* to identify a critical role in assembly of chlorophyl containing antenna complexes.

## 1 INTRODUCTION

Plant type ferredoxins (Fds) are small proteins possessing an iron‐sulfur cluster [2Fe‐2S], which allows them to catalyse single electron transfer reactions. In photosynthetic organisms, the best‐known role of Fds is to transfer the electrons generated by photosynthesis to a wide variety of metabolic reactions (Hanke & Mulo, 2013; Hase et al., 2006; Sawyer & Winkler, 2017; Shin et al., 1963). In the model plant *Arabidopsis thaliana* (Arabidopsis), this function is mainly carried out by Fd2 (AT1G60950), which is the most abundant of the two typical photosynthetic‐type Fd isoforms in the leaves (around 90%−95%) (Hanke et al., 2004; Voss et al., 2011). It has been proposed that the other photosynthetic Fd in *Arabidopsis*, Fd1 (AT1G10960) might be specifically involved in cycling electrons back to the photosynthetic membrane (Blanco et al., 2013; Hanke & Hase, 2008). In addition to Fd2 and Fd1, Arabidopsis possesses two conserved Fd‐like proteins with poorly understood functions, FdC1 (AT4G14890) and Ferredoxin C2 (FdC2) (AT1G32550), named for their C‐terminal extensions relative to typical plant type Fds, of 9 and 27 amino acids respectively (Voss et al., 2011). In this study, we focus on the role of FdC2 in higher plants. FdC2 is highly conserved in all groups of photosynthetic organisms (Schorsch et al., 2018; Stuart et al., 2021).

Previous work on cyanobacteria showed that the FdC2 homologue, Fed2, is essential (Cassier‐Chauvat & Chauvat, 2014; Schorsch et al., 2018). In the model photosynthetic bacterium *Synechocystis* sp. PCC 6803, the truncation of a few amino acids at the C‐terminal extension of Fed2 resulted in a phenotype characterised by slow growth and decreased chlorophyll content. Moreover, truncated Fed2 perturbed the cell's ability to adapt to changes in iron availability. In iron‐depleted conditions the mutants simultaneously exhibited increased iron contents and an inability to upregulate the iron‐stress‐inducible antenna protein IsiA (Schorsch et al., 2018).

The FdC2 ortholog in rice, OsFdC2, was shown to be located in the chloroplast and two mutant lines have been described (Li et al., 2015; Zhao et al., 2015). Single base mutations causing either substitution of a Thr residue adjacent to an FeS cluster coordinating Cys, or a premature stop codon truncating the C‐terminal by 29 aa, resulted in decreased chlorophyll, downregulated transcription of several photosynthetic genes (Li et al., 2015), decreased iron content and upregulated transcription of genes involved in electron transfer (Zhao et al., 2015). A similar phenotype is also observed on introduction of a premature stop codon to the Zm*FdC2* gene in maize, resulting in truncation before the last 34 amino acids (Chen, Zhong, et al., 2021). The homozygous plants show dramatically decreased chlorophyll content and increased seedling lethality. In this case nuclear genes for electron transport had decreased transcripts, while chloroplast encoded genes for photosynthetic components showed variable responses.

In Arabidopsis, FdC2 was shown to be targeted to the chloroplast, where it is reported to regulate the expression of plastid genes in response to changes of the redox status (Kolton et al., 2011). It has been suggested that expression of genes retained in the chloroplast requires efficient and organelle‐specific redox regulation (Allen, 2015). Several observations support the hypothesis that FdC2 could play a role in regulating translation in the chloroplast, possibly by sensing redox status and regulating plastid gene expression: (i) FdC2 has a reducible FeS cluster; (ii) FdC2 was found to be associated with chloroplast transcripts in vivo; (iii) A re­combinant purified FdC2 protein was capable of binding to *psbA* mRNA with high affinity and specificity, in a redox dependant manner (Kolton et al., 2011). *psbA* encodes the D1 reaction centre subunit of Photosystem II (PSII), which is a key target of photodamage. Following this, damaged protein is degraded and then replaced with newly synthesised D1 in an elaborate repair cycle (Nixon et al., 2010; Theis & Schroda, 2016). To compensate for its high rate of turnover, D1 is rapidly synthesised and this process is regulated through a unique translational response. Ribosome occupancy of the *psbA* transcripts increases dramatically very shortly after shifting plants from dark to light and is displaced rapidly on transition back to the dark (Chotewutmontri & Barkan, 2018). Whether FdC2 association impacts *psbA* translation in vivo is unknown.

Recent work in barley identified the underlying mutations of two alleles of *Viridis‐k* gene, which was revealed as the FdC2 ortholog (Stuart et al., 2021). The *vir‐k.23* and *vir‐k.170* mutants were isolated decades ago and have severely decreased pigment levels (Simpson & von Wettstein, 1980). The *vir‐k.170* mutant has a single amino acid change while the *vir‐k.23* mutant has a large chromosome rearrangement disrupting the *FdC2* gene (Stuart et al., 2021). Both mutants accumulate the chlorophyll intermediate Mg‐protoporphyrin IX monomethyl ester after incubation with δ‐aminolaevulinic acid in the dark and in low light (Steccanella et al., 2015). Based on this, it was suggested that the *viridis‐k* mutants are compromised in the cyclase step, which is a six‐electron oxidation allowing the synthesis of protochorophyllide from Mg‐protoporphyrin IX monomethyl ester. Several observations support the hypothesis that VirK could act as an electron donor to the cyclase reaction. (i) Reduction by both standard Fd proteins (Chen, Adams, et al., 2021; Stuart et al., 2020) and VirK (Stuart et al., 2021) can drive activity of the recombinant cyclase reaction in vitro; (ii) VirK abundance correlates with cyclase levels (Stuart et al., 2021); (iii) Chlorophyll depletion in *vir‐k.23* can be complemented by transformation with *VirK* but not by canonical Fd (Fd1 or Fd2) (Stuart et al., 2021).

In this work, we have tested the different hypotheses put forward for FdC2 function, using RNAi silencing of the essential Arabidopsis gene. We find that this protein is important for normal chloroplast development and photosynthesis, but discount a role in regulation of translation of *psbA*/DI. Our results indicate that chlorophyll biosynthesis is impaired at the reaction catalysed by the cyclase. Surprisingly, although we detected no consistent change in the abundance of chloroplast‐encoded core photosystem subunits, abundance of nuclear‐encoded antennae proteins of both PSI and PSII are greatly diminished. We localise FdC2 to the chloroplast envelope, indicating a role essential for correct assembly of antenna proteins, which may be related to the disruption of chlorophyll biosynthesis.

## 2 MATERIALS AND METHODS

### 2.1 Plant material

*A. thaliana* (Col‐0 and *fdC2*‐8 RNAi) seedlings were grown at 21⁰C under light/dark cycles of 12 h/12 h for 2−4 weeks in soil. Light intensity was 150 μmol m‐2s‐1, consistent with typical *Arabidopsis* growth light intensities. High light treatments were performed at 1000−1250 μmol m‐2s‐1. The treatment in the dark was performed by covering with foil a plastic container containing the plants pots. For RNA and protein extraction, aerial parts from several seedlings were harvested, flash frozen in liquid N2 and stored at −80°C.

### 2.2 Recombinant FdC2 expression and measurement of electron transport

A sequence encoding mature Arabidopsis FdC2 (AT1G3255) was synthesised as described previously for other Fd proteins (Hanke et al., 2004), and inserted into the PT3871‐5 vector (Clontech) according to the manufacturer's instructions. Protein expression in in *E. coli* was induced with 1 mM IPTG and proteins were purified with cobalt His‐Talon resin (TaKaRa) according to the manufacturers instructions, followed by size exclusion chromatography (Superdex 200) in 50 mM Tris‐HCl pH 7.5, 100 mM NaCL.

Electron transport from PSI to Fd proteins was measured basically as described in (Voss et al., 2011). Thylakoid membranes were isolated from purified spinach (*Spinacea oleracea*) chloroplasts. Cytochrome *c* reduction was measured on illumination with a red light source of 10 μg/mL of spinach thylakoid membranes in 50 mm HEPES‐NaOH, pH 7.5, 100 mm NaCl, 1 mm MgCl_2_, over a concentration gradient of 0.01 to 40 μm Fd. Reduction of cytochrome *c* by reduced Fd was followed at 550 nm (Δϵ_550_ of reduced—oxidised cytochrome *c* = 18.5 mm ^−1^ cm^−1^). The direct electron transfer from PSI to cytochrome *c* was subtracted to obtain Fd‐dependent rates.

### 2.3 Generation of *fdC2‐8* RNAi line

An approximately 200 bp fragment of *FdC2* was amplified by PCR and cloned into a modified pBl101 vector (Jefferson et al., 1987) in both the sense and antisense directions. The vector, conferring hygromycin and spectinomycin resistance and Arabidopsis *FdC2* antisense‐loop‐sense constructs was used to transform *Agrobacteria tumefaciens* with selection for spectinomycin resistance, and the bacteria were then used to transform wild‐type Arabidopsis plants (Columbia 0, CS60000 from ABRC, Columbus, OH) basically as described by (Clough & Bent, 1998). Seeds of these plants were selected by growth on hygromycin media, transferred to soil and grown to maturity. T1 plants were then analysed for FdC2 contents by Western blot analysis, as described below, and T2 seed collected for lines with specifically reduced FdC2 content.

### 2.4 Transmission electron microscopy analysis

Leaf samples from *Arabidopsis* wt and *fdC2*‐8 were fixed at 4°C for 20 h in 0.1 M phosphate buffer with 2% glutaraldehyde. After six 20 min rinses with 0.1 M phosphate buffer, post fixation was done at 4°C for 3.5 h with 1% OsO4. Samples were then dehydrated in gradient ethanol series at 4°C as follows: 5 min in 30%, 5 min in 50%, 10 min in 70%, 10 min in 80% and 10 min in 95% ethanol. Further dehydration was performed at RT for 10 min in 95% and 10 min in 100% ethanol. Infiltration was performed by successively incubating the sample at RT in propylene oxide and ethanol (1:1) for 10 min, propylene oxide for 5 min (twice) and finally propylene oxide and Epon 1:3. Epon solution was a 1:1 mixture of solution A (62 mL Epon 812 + 100 ml DDSA) and solution B (100 ml Epon 812 + 85 ml NMA) plus 1.5% DMP 30. Embedding was done by washing the samples three times with Epon for 5 min at 60°C. Samples were finally transferred to Epon filled embedding moulds and polymerisation occurred at 65°C for 48 h. Samples were sectioned (Ultracut UCT, Leica) and stained successively with 2% uranyl acetate (30 min) and lead citrate (20 min). Transmission electron microscopy images were obtained by using the EM 902 transmission electron microscope (Zeiss).

### 2.5 Photometric determination of chlorophyll concentration

Pigments were extracted from fresh leaves collected 2−3 h after dawn. Plant material from *fdC2*‐RNAi lines and Col‐0 was ground in liquid nitrogen than resuspended in 1 mL 80% acetone at 4°C. Absorbance was measured at 646 and 663 nm. Chlorophylls a, b and total concentration were calculated according to the method described in (Porra et al., 1989) and carotenoids were estimated as described in (Lichtenthaler & Welburn, 1983).

### 2.6 Microarray analysis

For whole‐genome microarray analysis, 4 weeks‐old *Arabidopsis* wt and *fdC2*‐8 were harvested two hours after the beginning of daytime. Several biological replicates were considered (6 for wt and 5 for *fdC2*‐8) and criteria to consider a difference in expression as significant were a fold change ≥ 2 and *p* ≤ 5%. The informatic tool Mapman was used to classify regulated genes in functional categories (Usadel et al., 2009). Common genes with other transcriptomic studies were identified using the Excel function Vlookup.

### 2.7 RT‐qPCR

Approximately 100 mg aerial parts were collected, frozen in liquid nitrogen and ground in a pre‐cooled mortar. For microarrays results confirmation, samples were collected from 4 weeks‐old *Arabidopsis* wt and *fdC2*‐8 2 h after daylight starts. Total RNA was extracted from wt and the *fdC2*‐8 line using Qiagen RNAeasy Plant Mini Kit then purified from genomic DNA using TURBO DNA free DNase kit (Qiagen). RNA integrity was verified on agarose gel and RNA concentration measured with a NanoDrop ND‐1000 spectrophotometer. 1.5 µg of RNA was then used for reverse transcription by SuperScript™ III Reverse Transcriptase (Invitrogen).

Expression levels of *fdC2* (AT1G32550), *psaC* (ATCG01060), *psbA* (ATCG00020) *psbB* (ATCG00680), *rbcL (*ATCG00490*)*, *lhca 1 (*AT3G54890), *lhcb 1.2 (*AT1G29910), *bHLH038* (AT3G56970), *bHLH039* (AT3G56980), *bHLH100* (AT2G41240), *bHLH101* (AT5G04150) *Actin* (AT3G18780 ‐ ACTIN‐2), were analysed by real‐time PCR in a CFX Connect PCR System (Biorad). Actin was used as an internal control. Primers used for qPCR are listed in Supporting Information: Table S7. Optimal annealing temperature and efficiency of amplification were determined for each primer. Real‐time PCR was carried out in a total volume of 10 µl including 0.3 µM of each primer and 1X SensiFAST SYBGR No‐Rox kit (Bioline Reagents Ltd). The following PCR conditions were used: 2 min initial denaturation at 95°C followed by 40 cycles of 95°C for 5 s, optimal annealing temperature for 10 s and 72°C for 20 s. Melting curve analysis was performed by increasing the temperature from 54°C to 95°C by 0.5°C in 10 s. Changes in gene expression relative to the wt were calculated by Pfaffl method, taking into consideration the amplification efficiencies (E) of each amplicon. Samples not treated with reverse transcriptase were included as negative controls.

### 2.8 Detection of proteins by Western blot analysis

For crude protein extraction, approximately 200 mg aerial parts from 2 or 4 week‐old *Arabidopsis* wt and *fdC2*‐8 were ground in the presence of 1−2 ml precooled protein extraction buffer (50 mM Tris pH 7.5, 5 mM EDTA, 100 mM NaCl, 20 µg/ml Pefablock) in a precooled mortar on ice. Cell debris was removed by centrifugation and the supernatant was recovered. Following Bradford quantification, proteins were separated in 12%−15% SDS/PAGE then transferred either to PVDF or nitrocellulose membranes for Western blot analysis. D1 abundance was evaluated in 0.5 or 1 µg crude protein extract with either 1:15,000 or 1:30,000 dilution of the respective primary antibody (Agrisera) and 1:30,000 dilution of a secondary antibody Goat anti‐Rabbit lgG (H + L)‐AP conjugate (Sigma) in PVDF membranes. For colorimetric detection of the protein bands, 40 ml alkaline phosphatase solution (100 mM Tris‐HCl, pH 9.5; 100 mM NaCl; 5 mM MgCl_2_) was supplemented with 50 µL BCIP (12.5 mg/ml) and 50 µl NBT (50 mg/mL), and incubated until the bands became visible. PVDF membranes were scanned with BioRad ChemiDoc Touch Imaging System. Crude protein extracts were used to detect Lhcb1 (1 µg), Lhcb 4 (1 µg), Lhcb5 (15 µg), Lhca 1 and Lhca2 (1−5 µg). Primary antibodies (Antisera) were used at 1:2000 dilution. Secondary Lycor anti‐Rabbit IRDye 800CW antibody 1:20 000 was used for detection in nitrocellulose membranes.

### 2.9 SOD activity assays

100 mg of 2 weeks‐old *Arabidopsis* wt and *fdC2*‐8 were harvested and ground in 50 mM KPO4, pH 7.4 (1.5 w/v). Cell debris was separated by centrifugation at 13 000 rpm for 10 min at 4°C, followed by centrifugation at 13000*g* for 10 min at 4°C. The resulting supernatant was collected and protein concentration was determined by Bradford assay. Samples were run on 12% Native PAGE for 2 h at 120 V in 4°C, after which the gel was immersed to nitrotetrazolium blue chloride (NBT) solution (0.4 mM riboflavin, 1.2 mM NBT and 21.7 mM TEMED in 100 mM KPO4, pH 7.0) and incubated in darkness, shaking for 45 min. The gel was then exposed to light and rinsed several times with distilled H_2_O and allowed to soak o/n for better signal.

### 2.10 Inductively coupled plasma‐atomic emission spectrometry

Leaves from 3 to 5 weeks‐old *Arabidopsis* wt and *fdC2*‐8 s were collected, swirled in distilled water to wash away traces of soil, weighed on analytical scale and dried overnight at 60°C. The dried leaves were weighed, digested in solution containing 1 ml HNO_3_ (67−69% w/v) and 0.25 mL H_2_O_2_ (30‐32% v/v), and heated o/n at 95°C. The digested samples were then diluted with 12.6 mL of pure H_2_O, and samples were subjected to analysis.

### 2.11 Chlorophyll fluorescence measurements

Two hours after the beginning of daytime, *Arabidopsis* wt and *fdC2*‐8 were incubated in the dark for 40 min. Chlorophyll fluorescence measurements on one leaf were then performed using a Junior Imaging‐PAM (Walz). Four leaves of different individuals were measured for each phenotype. Leaves were submitted to 2 h actinic light (1500 m^−2^s^−1^) then 6 h darkness and photochemical quenching in the dark (qPd) was probed every 5 min with saturating pulses of 0.6 s, 4000 µmol photons m^−2^ s^−1^. qPd, the parameter of photochemical quenching in the dark, was calculated according to the formulae qPd= (Fm'–Fo'act)/(Fm'‐Fo'calc), where Fm' is the maximum fluorescence during illumination and Fo′act and Fo′calc represent the actual and calculated minimum fluorescence yields in the dark after illumination. Under low light intensities, Fo′act≈Fo′calc but under high light intensities, Fo′act > Fo′calc. This is due to a rise in Fo′act caused by acceptor‐side photoinactvation of the reaction centres, which consequently causes qPd < 1 (Ruban, 2017).

### 2.12 Polysome analysis

The plants were grown for 2 weeks on ½MS media with 1% sucrose, then transferred to soil and grown for 2 weeks at 157 µE m^−2^ s^−1^, 16 h light and 20°C/8 h dark and 19°C. Leaves were harvested 2 h after dawn. Polysome analysis was done as described previously (Barkan, 1993). The *psaA* (*AtCg00350*), *psbA* (*AtCg00020*), *lhcA4* (*AT3G47470*) and *lhcB1.2* (AT1G29910) probes were amplified from *A. thaliana* DNA using gene‐specific primers (see Supporting Information: Table S7 radioactively labelled with α^32^P[CTP] using the Megaprime DNA Labelling System (GE Healthcare Life Sciences), and hybridised at 65°C.

### 2.13 Analysis of chlorophyll precursors

Plants were grown on soil for 4 weeks at 157 µE m^−2^ s^−1^, 16 h light and 20°C/8 h dark and 19°C. Detached leaves were incubated overnight in 10 mM potassium phosphate pH 7, 5 mM MgAcetate, and 10 mM 5‐aminolevulinate to induce chlorophyll precursor accumulation. The leaves were harvested in the dark and flash frozen. The chlorophyll precursors were extracted from ground leaves using acetone/water/25% NH_4_OH (90/10/1 vol) and a hexane extraction to deplete the mature pigments. The chlorophyll precursors were separated as described previously (Steccanella et al., 2015).

### 2.14 Subcellular localisation of FdC2

Chloroplasts were purified as described previously (Hanke, Endo, Satoh, et al., 2008) before osmotic lysis in 50 mM HEPES, pH 7.5, 2 mM EDTA, 1 mM pefablock, 50 mM NaCl at 4°C. The mixture was overlayed above 3 different densities of sucrose: lower layer of 1.2 mL 1.2 M sucrose under 1.5 mL 1 M sucrose under 1.5 mL 0.46 M sucrose, The tubes were then centrifuged in a SW 41 Ti rotor at 39 300 rpm 4°C for 1 h. Fractions were collected from above sucrose layers (stroma), between 04.46 and 1 M sucrose (envelope) and the pellet beneath the 1.2 M sucrose layer (thylakoid). Stromal fraction was precipitated in 50% acetone at −80°C overnight before pelleting at 11 000*g* at 4°C for 15 min. The envelope fraction pellet was collected by dilution in 4X lysis buffer and centrifugation in the SW 41 Ti rotor at 16 800 rpm at 4°C for 45 min. Thylakoid pellet was washed by resuspension in 2 ml lysis buffer and pelleting at 11 000*g* at 4°C for 15 min. The pellets were dried before resuspending in 200 μL SDS‐PAGE buffer and treatment for SDS‐PAGE. 20 μg stromal protein, and the equivalent volume of other fractions was loaded on the gel.

For fluorescent protein localisation, the full coding sequence of FdC2 was amplified from Arabidopsis cDNA with AtFdC2MK1F TTCTAGAATGGCTCTGATTTTGC and AtFdC2MK1R TGGTACCTTCATCTCCCATG and inserted into the pGFP‐2 vector. Protoplasts from *Arabidopsis* were isolated as previously described (F. H. Wu et al., 2009), then transformed with the pFdC2‐GFP vector (Kost et al., 1998). Fluorescence was examined under a confocal laser scanning microscope (LSM 510 META, Zeiss, Göttingen).

## 3 RESULTS

### 3.1 FdC2 is required for chlorophyl biosynthesis and thylakoid structure

Although disrupted FdC2 abundance and function has been investigated in rice, maize and cyanobacteria, no data is yet available for *A. thaliana* (Arabidopsis). Wild‐type Arabidopsis plants were transformed with vectors designed to specifically interfere with *FdC2* RNA, as previously detailed for other Fd genes in (Hanke & Hase, 2008). Nine independent lines were generated, of which *fdC2*− 8 was the only stable line with a severe decrease in FdC2 transcript and protein abundance (Figure 1a,b), so this line was selected for further analysis. Arabidopsis *fdC2‐8* plants had lower photosynthetic pigment concentrations, in particular of chlorophyll *b*, resulting in a higher chlorophyll *a*/*b* ratio (Figure 1c). Plants were smaller than wild type and pale green, with pigmentation of the cotyledons particularly affected (Figure 1d). To generate an antibody for screening these lines, recombinant His‐FdC2 was purified. After cleavage of the His‐tag we also checked the capacity of this protein to accept electrons from PSI, which is the classical electron donor for chloroplast Fds (Supporting Information: Figure S1A). In agreement with previous work (Kolton et al., 2011), FdC2 showed a relatively low affinity and activity. To understand whether the decreased chlorophyll contents in the *fdC2*−8 line were associated with perturbed chloroplast development, the ultrastructure of chloroplasts was observed under transmission electron microscopy. Figure 1d shows that *fdC2*−8 plants have a decreased number of grana stacks per thylakoid compared to the wt. This is in line with previous observations in maize (Y. Chen, Zhong, et al., 2021). These results show that FdC2 is important for chloroplast development in *Arabidopsis*. Despite the low chlorophyll and disruption to chloroplast structure, basic photosynthetic electron transport parameters, such as photochemical quenching (qP, equivalent to acceptor availability at PSII) and nonphotochemical quenching (NPQ, dissipation of absorbed light energy) were not significantly different from wt (Supporting Information: Figure S1B).

**Figure 1:**
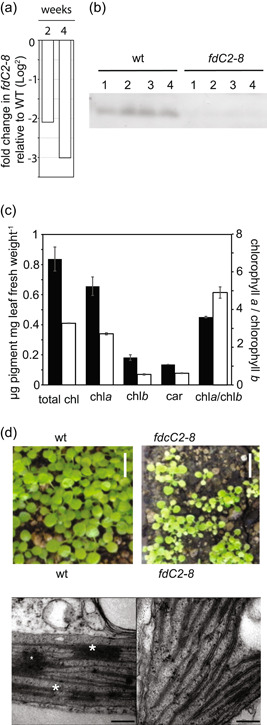
Knockdown of the FdC2 gene in Arabidopsis. (a), Confirmation of *FdC2* transcript decrease in *fdC2‐8* Arabidopsis by qRT‐PCR. RNA was isolated from the aerial parts of 2 or 4 week old plants, before cDNA synthesis and transcript detection by qRT‐PCR. Values are a comparison of fold change in transcript abundance of *FdC2* in 2 and 4 week old *fdC2‐8* plants and represent 3‐4 technical replicates each of 3‐5 individual plants of each genotype. (b), FdC2 protein contents in 4 wt Arabidopsis individuals and 4 individuals of the severe FdC2 RNAi line *fdC2‐8*. Crude extracts from leaves were separated by SDS‐PAGE and blotted before challenge with an antibody against Arabidopsis FdC2. (c), Leaf chlorophyll contents. Pigments were extracted from ground leaves of wt and *fdC2‐8* Arabidopsis plants using 80% acetone, before measuring pigment concentrations. Values are means ± s.d. of 3 samples per genotype, made by combining leaves from several 4 week old individuals. Values typical of three independent experiments. (d), Upper panel. Phenotype of two week old *fdC2‐8* plants in comparison to wt Scale bars = 1 cm. Lower panel. Transmission electron micrograph showing ultrastructure of typical chloroplasts from wt and the *fdC2‐8* line. Scale bars = 200 nm.

### 3.2 Disruption of *FdC2* transcripts results in large scale mis‐regulation of expression

To understand more about the causes of the *fdC2* knock‐down phenotype, genomic Agilent microarrays were performed to compare gene expression in aerial parts of 4‐week‐old *A. thaliana* wt and *fdC2*−8. 

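The deposited files hold 16 arrays, each hybridised with Cy3-labelled total RNA and labelled as 1 individual: 6 wt, 6 *fdC2-8* and 4 of another FdC2 RNAi line (line 1). The methods state 6 wt and 5 *fdC2-8* replicates. *fdC2-8* individual 3 is the array that was not used, and the paper gives no reason for leaving it out. Line 1 is not reported in the paper. Plants received 12 h of light per day at 150 µmol photons per square metre and second, and were harvested 2 h into the light. The custom Agilent array was enriched for chloroplast transcripts and carried 61476 gene spots for 50773 probes, of which 504 target 80 plastid genes. The authors' normalized table gives linear intensities. It was recomputed from the scanner files as the mean intensity per transcript name followed by quantile normalization over the 16 arrays, with a largest log2 difference of 0.00294. The values given here are log2 of the deposited processed signal of each spot relative to the 75th percentile of the gene spots on its own array, so that every change is relative to this percentile and is not an absolute amount of RNA. The 75th percentile signal was 671 to 795 on the wt arrays (median 765), 770 to 939 on the *fdC2-8* arrays (median 891) and 684 to 856 on the line 1 arrays (median 771). A median of 64.0% of probes was well above background on the wt arrays, 64.1% on the *fdC2-8* arrays and 60.2% on the line 1 arrays. Each gene was represented by its brightest probe, and 21626 genes had a probe well above background on at least 5 of the 11 arrays compared. Groups were compared with limma, with Benjamini-Hochberg adjustment over all genes tested. A gene is called mis-regulated here at a fold change of at least 2 and an adjusted p of at most 0.05, and the methods' criterion of the same fold change with an unadjusted p is given beside it. The number of arrays limits the precision of these comparisons.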

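FdC2 itself (AT1G32550) was measured by 1 probe, which the files place on chromosome 1 of TAIR10 from 11772010 to 11772610. Its log2 signal relative to the array's 75th percentile was 2.35 ± 0.08 in wt (SD, n = 6) and -1.27 ± 0.13 in *fdC2-8* (SD, n = 5). The log2 fold change was -3.62 (standard error 0.0691, limma adjusted p = 1.73e-10), and each of the 5 *fdC2-8* arrays lay below each of the 6 wt arrays. In *fdC2-8* individual 3 the level was -0.90, and with all 6 individuals the log2 fold change was -3.56 (adjusted p = 1.06e-10). Of the 23 alternatives fixed at the outset, normexp background correction moved this value most, to -3.33, and relative to ACT2, an alternative added after the values were seen, it was -3.27.

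**Figure D1:**
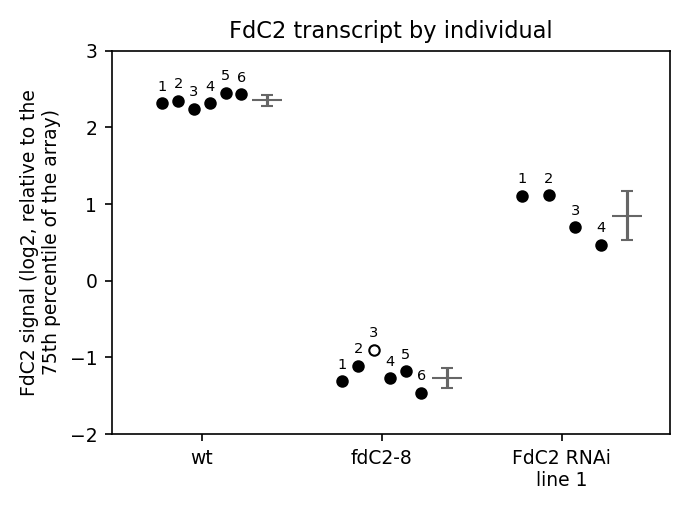
Log2 FdC2 signal relative to the 75th percentile of each array (y axis) in each individual of wt, *fdC2-8* and line 1 (x axis), with the mean and SD of the filled circles and each individual's number. The open circle is *fdC2-8* individual 3, at -0.90, above the range of -1.46 to -1.11 of the 5 individuals used in the paper and below all wt individuals, which lie between 2.25 and 2.45.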

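Of the 21626 genes tested, 934 (4.32%) passed both the fold change of 2 and the adjusted p, 777 of them higher and 157 lower in *fdC2-8* than in wt. At the unadjusted p of the methods the count was 955, with 792 higher and 163 lower, and at any fold change 7253 genes passed the adjusted p, of which 2785 were higher and 4468 lower. In 841 of the 934 genes no *fdC2-8* array overlapped a wt array. With all 6 individuals 817 genes were called (700 higher, 117 lower), of which 810 were among the 934, and the unadjusted criterion gave 830. The methods name no test. An equal-variance t-test on the linear values of the authors' table, inferred from its match with Table S1 and named the inferred t-test here, called 915 of the same tested genes at the methods' threshold and 890 after Benjamini-Hochberg adjustment. Run on all 40223 names of that table, it gave 1168 and 1034. The first is more than Table S1 has lines, and the step that leaves out the others was not found. For the 659 values of Table S1 in the copy read here, which holds part of the table, the log2 fold change computed for this test differed from the paper's value by at most 0.000573 and its unadjusted p by at most 3.72e-05. Normexp background correction moved the number of genes called most, to 501.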

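Individual 3 of *fdC2-8* was intermediate: in 887 of the 934 genes its signal lay between the wt mean and the mean of the other 5 individuals, with a median share of 0.576 of their change. For a gene whose probe was not well above background on any array of a group, only a bound of the fold can be given. The bound sets the mean of the brighter group over all its arrays against the dim group's mean of, per array, the higher of the dim probe's own signal and the lowest signal among probes well above background. This was the case for 30 of the 934 genes, 24 of them higher in *fdC2-8*, and for 26 of the 30 the bound itself reaches a fold change of 2. MRD1 (AT1G53480) was 1 of them and was at least 27.6-fold higher (28.0-fold with all 6 individuals). Among the rises measured in both groups, AT4G12490 had a log2 fold change of 5.32 (all 6 individuals 5.13) and PNP-A of 4.46 (4.22). UGT76B1 rose by 4.78 (4.41) with 2 of 6 wt arrays well above background, and PDF1.4 by 4.47 (4.40) with 3 of 6. The largest falls, besides those of FdC2 and of BHLH100 (at least 3.90-fold lower), were those of BX832035 (-3.92, all 6 individuals -3.96) and DQ108680 (-3.23, all 6 individuals -3.11), transcript names without a locus in the reference, each well above background on 2 of 5 *fdC2-8* arrays. TA48759_3702 was not well above background on any *fdC2-8* array and was at least 2.86-fold lower (3.00-fold with all 6 individuals). The adjusted p of these genes was at most 0.000998 (limma), and each was on one side of wt in 5 of 5 *fdC2-8* arrays. The probes of TA48759_3702 and DQ108680 lie close together on chromosome 2 (2326227 to 2326286 and 2326652 to 2326711), so that they may not be separate genes. Of the 934 genes called, 83 carry a transcript name without a locus in the reference.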

We found that 998 genes (3.7% of *Arabidopsis* genome) are significantly mis‐regulated in the *fdC2*−8 line (fold change ≥ 2 and *p*‐value cut‐off at 5%) (Supporting Information: Table S1). To identify the main biological processes in which these genes are involved, we used Mapman. Figure 2a shows that many genes that are mis‐regulated in the *fdC2*−8 line are grouped by Mapman in the signalling, regulation and RNA pools. Considerable mis‐regulation of transcriptional regulators occurs, as indicated by the smaller *p*‐values calculated by Mapman for genes attributed to this category (Supporting Information: Table S2). 

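Transcription factor families were collected from the gene symbols and descriptions in the files and tested as sets, whatever the fold change of their members. Of 51 WRKY genes tested, 19 passed both thresholds upward and 0 downward, with a median log2 fold change of 0.39 over the family (0.31 with all 6 individuals, and 18 genes). The largest rises were those of WRKY50 (3.22) and WRKY38 (2.99). Of 76 genes that the files describe as bHLH 5 were called, all lower (median -0.28, all 6 individuals -0.26), namely the 4 BHLH Ib genes and PRE1 (-1.23). The 76 include BZIP17 (0.76), BZIP34 (-0.52) and bZIP23 (-0.02), whose symbols name another family, and may include others, so that the counts and the set test of this family are not of bHLH genes alone. Of 23 Aux/IAA genes 5 were called lower (4 with all 6 individuals), with a median of -0.45 (-0.37). They were IAA29 (-1.72), IAA5 (-1.53), IAA34 (-1.47), IAA6 (-1.31) and SHY2 (-1.02). Of 19 ARR genes 4 were called lower, with a median of -0.57 (-0.55 with all 6 individuals), namely ARR15 (-1.90), ARR6 (-1.26), RR16 (-1.10) and ARR7 (-1.05). The description rule also counts the pseudo-response regulators in this last family, of which PRR5 was at 1.00 without passing the adjusted p (0.281).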

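In camera with a preset correlation of 0.01 between genes, the WRKY genes were higher as a set (adjusted p = 1.29e-08 over the 9 sets tested) and the Aux/IAA genes lower (adjusted p = 5.5e-08). The bHLH genes (adjusted p = 2.6e-04) and the ARR genes (adjusted p = 0.00188) were lower as sets too. All 9 sets held in fry, where the highest adjusted p was 0.0056, and in camera with all 6 individuals, where it was 0.00495. With a correlation estimated from the arrays, the unadjusted p was 0.0286 for WRKY and 0.035 for Aux/IAA, but 0.0761 for bHLH and 0.0725 for ARR, and no set passed after adjustment over the 9 sets (lowest adjusted p 0.0978).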

Taken together, these results suggest that decreased abundance of FdC2 in the chloroplast causes stress to the whole cell. Comparison of our transcriptomics data with other microarray studies suggests that *fdC2*−8 plants might be under oxidative stress. Indeed, approximately one‐third of genes (106/275) whose expression is upregulated after 8 h of H_2_O_2_ production in chloroplasts (Sewelam et al., 2014) are also upregulated in the *fdC2*−8 mutant (Supporting Information: Table S3). Similarly, a previous study determined that *Arabidopsis* roots exposed to CuO nanoparticles present upregulated expression of 47 genes involved in the response to oxidative stress (Tang et al., 2016) and we found approximately one‐third of them (16) are also upregulated in the aerial parts of the *fdC2*−8 line (Supporting Information: Table S4).

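The 106 lines of Table S3 name 105 genes, of which 98 had a probe that passed the filter. Of these, 95 were called, all higher in *fdC2-8*, and 97 passed the adjusted p at any fold change. Their median log2 fold change was 1.65, or 1.64 with 3 genes at their bound, and ranged from 0.35 (AT1G26380) to 3.97 (ABCG40). With all 6 individuals 91 were called, with a median of 1.52, and the median change in individual 3 was 0.88. Since the study chose these genes on the same *fdC2-8* samples, their number is not independent evidence, and the share they make up of the H2O2-responsive genes was not tested. The same holds for the genes of Tables S4, S5 and S6.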

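All 16 genes of Table S4 were higher in *fdC2-8*, and 15 were called (14 with all 6 individuals). The gene below the fold change of 2 was NUDT7, with a log2 fold change of 0.98 (limma adjusted p = 4.29e-04, 5 of 5 arrays above wt). The median over the 16 genes was 2.14 (2.00 with all 6 individuals, 1.38 in individual 3 alone), and the largest value that of PCR2, 2.94. From the genes that this list and that of H2O2 production in the chloroplast share with *fdC2-8*, and from the changes of transcriptional regulators, the paper proposes that *fdC2-8* plants are under oxidative stress and that the whole cell is affected.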

**Figure 2:**
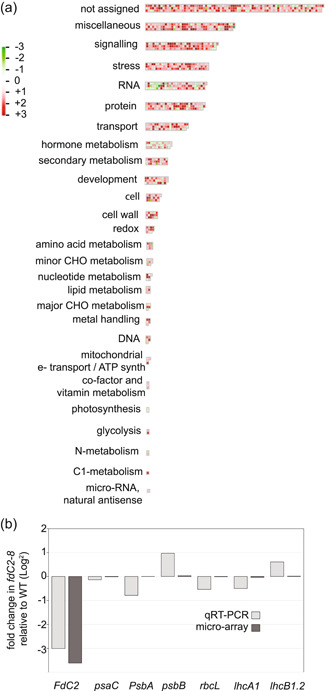
Transcriptional changes in the FdC2 RNAi line. (a), Overview of changes across the entire transcriptome, generated in Mapman. RNA was isolated from 6 individuals (wt) and 5 individuals (*fdC2‐8*) after 4 weeks of growth, before cDNA synthesis and analysis by micro‐array. Only genes with 2‐fold changes in expression relative to the wild type are included. Categories with no 2‐fold change in gene expression are not displayed. These are: Fermentation, OPP, Gluconeogenesis, glyoxylate cycle, TCA cycle, S‐assimilation, Tetrapyrrole synthesis, Polyamine metabolism, Biodegradation of xenobiotics and mineral nutrition. A full list of expression data is given in Supporting Information: Table S1. (b), Confirmation of transcript abundance of typical photosynthetic genes in *fdC2‐8* Arabidopsis by qRT‐PCR. RNA was isolated from the aerial parts of 4‐week old plants, before cDNA synthesis and transcript detection by qRT‐PCR using primers specific for the genes indicated. Fold change in transcript abundance of *FdC2* and the genes for typical photosynthetic proteins, comparing results from qRT‐PCR (pale grey bars) with results from micro‐arrays (dark grey bars). Values are means from 3 to 4 technical replicates of 3−5 individuals from each genotype.

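All 30 genes of tetrapyrrole synthesis that were listed had a probe past the filter, and limma called 0 of them at a fold change of 2, as did the inferred t-test, with 16 at an unadjusted p under 0.05. At the adjusted p 15 passed, or 15 adjusted over the list alone, 12 of them lower and 3 higher, with or without individual 3. The median log2 fold change was -0.18 (-0.15 with all 6 individuals), and it lay between -0.22 and -0.08 over the 23 alternatives. The lowest value was that of HCAR (-0.74), followed by CHLM (-0.55). FC1 was higher by 0.62, HEMF1 by 0.26 and HEMA2 by 0.23. CHL27 (AT3G56940) fell by 0.47 on the log2 scale (adjusted p = 4.2e-04, all 6 individuals -0.45) and CAO (AT1G44446) fell by 0.49 (adjusted p = 0.00227, all 6 individuals -0.48), each below wt in 5 of 5 arrays. Under quantile normalization 4 genes of the list were past the adjusted p as higher.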

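All 80 plastid-encoded genes on the array were tested. At a fold change of 2, limma called 0 of them in *fdC2-8* against wt, as did the inferred t-test, and log2 fold changes lay between -0.59 (ndhF) and 0.15 (rpl2). At an unadjusted p under 0.05 there were 47, and at the adjusted p 40, all lower, or 41 adjusted over the list alone. The median log2 fold change was -0.20, with 64 genes lower and 16 higher. With all 6 individuals 35 genes passed the adjusted p, all lower, with a median of -0.18, and in individual 3 alone the median was -0.05. The direction depended on the scaling: under quantile normalization of the arrays the median was 0.02, and 28 genes passed the adjusted p, 18 of them higher. In the inferred t-test, on the authors' quantile-normalized values, 33 passed, 17 of them higher. With the individual's number as a block, 21 genes passed the adjusted p. For psaA (ArthCp022), the log2 fold change was 0.02 (adjusted p = 0.821), with 1 of 5 arrays above and 1 below all wt arrays. It was -0.01 with all 6 individuals and 0.25 (adjusted p = 0.0149, of a range of 0.0149 to 1.0 over the alternatives) under quantile normalization.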

Analysis of the microarray data detected no significant mis‐regulation of plastid encoded genes in the *fdC2*−8 line. Moreover, typical photosynthetic genes encoded in the nucleus were not affected either. To confirm this result, we measured transcript levels of representative photosynthetic genes by quantitative real‐time PCR analysis. 

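A list of 42 nuclear genes for the photosystems, electron transport, ATP synthase and the Calvin cycle was fixed before the data were examined, as were the comparisons, the alternatives and the other gene lists, apart from a list of clock genes and the alternative with ACT2 as reference. Limma called 0 of the 42 at a fold change of 2, as did the inferred t-test. All 42 were lower in *fdC2-8*, 41 at an unadjusted p under 0.05, 39 at the adjusted p over all genes and 41 adjusted over the list alone. The median log2 fold change was -0.41, from -0.61 (PRK) to -0.15 (FNR2). With all 6 individuals it was -0.40, with 39 genes past the adjusted p, and in individual 3 alone -0.31. Quantile normalization brought the median to -0.19 and the number past the adjusted p to 22. PsbS (AT1G44575) fell by 0.53 on the log2 scale (adjusted p = 1.9e-04, all 6 individuals -0.50), below wt in 5 of 5 arrays.

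**Figure D2:**
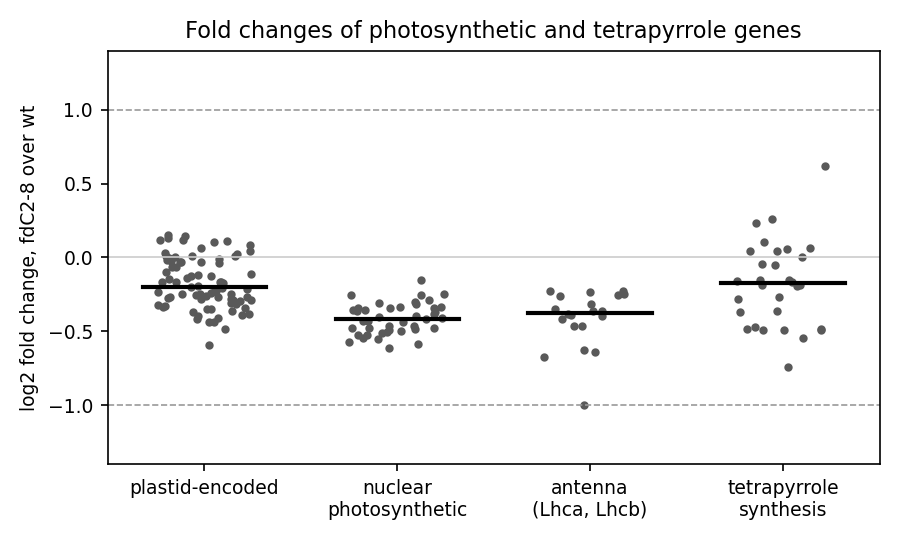
Log2 fold changes of *fdC2-8* over wt (y axis) for each gene (points) of the plastid-encoded, nuclear photosynthetic, antenna and tetrapyrrole synthesis lists (x axis), with each list's median as a black line and a fold change of 2 either way as dashed lines. No gene lies beyond the dashed lines; the median of the plastid-encoded genes, -0.20 here, was 0.02 under quantile normalization.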

We included in this analysis: i) Chloroplast genes encoding core proteins of Photosystem I (PsaC) and PSII (D1 and PsbB) as well as the large subunit of Rubisco, a key enzyme carbon fixation (RbcL). ii) Nuclear‐genes encoding light harvesting proteins assembled into the peripheral antenna complexes of PSI (Lhca 1) and PSII (Lhcb1.2). 

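On the arrays, psaC fell by 0.31 on the log2 scale (limma adjusted p = 0.0128, all 6 individuals -0.26) and rbcL fell by 0.28 (adjusted p = 0.0073, all 6 individuals -0.29), each below wt in 5 of 5 arrays. For psbB the log2 fold change was -0.17 (adjusted p = 0.0338, 5 of 5 arrays) and for psbA -0.21 (adjusted p = 0.0321, 3 of 5 arrays), with -0.18 and -0.22 in all 6 individuals. Among the nuclear genes, Lhca1 (AT3G54890) fell by 0.25 (adjusted p = 0.0213, 3 of 5 arrays, all 6 individuals -0.25) and Lhcb1.2 (AT1G29910) fell by 0.23 (adjusted p = 0.0684, 3 of 5 arrays, all 6 individuals -0.23). The size of the fall depended on the probe. Other Lhca1 probes well above background on all 11 arrays were at -0.35 to -0.47. Other probes were at -0.19 to -0.39 for psbA, -0.28 to -0.41 for rbcL and -0.10 to -0.29 for Lhcb1.2. With the individual's number as a block, the adjusted p was 0.0539 for psaC, 0.115 for psbA, 0.103 for psbB and 0.0795 for Lhca1. Over the 23 alternatives fixed at the outset the adjusted p ranged from 0.0057 to 0.265 for psaC, from 0.0137 to 0.961 for psbA, from 0.0211 to 0.14 for psbB and from 0.0048 to 0.902 for Lhca1. In the inferred t-test, on the authors' quantile-normalized values, psbB was higher by 0.12 and past the adjusted p. Under quantile normalization psbB was higher as well (0.09), Lhcb1.2 was at 0.00, psbA at -0.00, Lhca1 at -0.01, rbcL at -0.04 and psaC at -0.08. The actin gene used as the internal control of the quantitative PCR, ACT2 (AT3G18780), itself fell by 0.35 on the arrays (adjusted p = 0.00246, 5 of 5 arrays, all 6 individuals -0.31), a value that lay between -0.39 and -0.12 over the alternatives. Relative to ACT2 on the same array, a reference chosen after the values were seen, the log2 fold changes were 0.04 for psaC, 0.07 for rbcL, 0.18 for psbB, 0.14 for psbA, 0.10 for Lhca1 and 0.11 for Lhcb1.2, with a lowest adjusted p of 0.0807 (limma). Those values relative to ACT2 are of the brightest probe of each gene, and some other probes of Lhca1, psbA and rbcL fell by more than ACT2. From the transcript measurements by array and by quantitative PCR, the paper concludes that photosynthetic gene expression is little affected by the loss of FdC2.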

Figure 2b shows that there is no significant difference in expression for these genes between the *fdC2*−8 line and wt, confirming that disrupted FdC2 expression has little impact on expression of photosynthetic genes in *Arabidopsis*. The protein blots in Supporting Information: Figure S2 do not detect consistent changes in the abundance of PsaA, PsbB or PsbS proteins.

### 3.3 FdC2 does not regulate *psbA* translation

Another possible cause of the severe phenotype associated with decreased FdC2 could be disruption of translation in the chloroplast. It has been reported that recombinant Arabidopsis FdC2 binds *psbA* transcript in a redox dependent manner (Kolton et al., 2011), potentially acting as a redox switch to control translation. The PSII core subunit *psbA* is strongly regulated at the post‐transcriptional level (Chotewutmontri & Barkan, 2018) and FdC2 was previously found to interact with transcripts in vivo, and specifically with the 5' UTR of *psbA* in vitro (Kolton et al., 2011). We therefore used polysome analysis to compare active translation of D1 in wt and *fdC2‐8* plants. Figure 3a shows that, in wt plants grown in standard conditions, *psbA* transcripts accumulate in free mRNA‐enriched fractions rather than in polysome‐enriched fractions. Distribution of *psbA* mRNAs between heavy and light fractions is comparable between the wt and the *fdC2‐8* line, suggesting that decreased abundance of FdC2 has little impact on *psbA* translation. In contrast to *psbA*, *psaA* transcripts are predominantly associated with the ribosome fraction, indicating active translation in both genotypes, and that detection of ribosome‐transcript association in our experiment was accurate. To investigate whether FdC2 could regulate later stages of translation or post‐translational regulation of D1, we then compared protein abundance in wt and *fdC2‐8* lines. Immunoblots showed that D1 abundance in leaves from 4‐week‐old plants of both genotypes is similar (Figure 3b).

**Figure 3:**
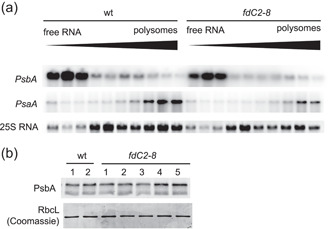
Impact of FdC2 on translation and abundance of the photosystem II subunit *PsbA*. (a) Leaf material was sampled from Arabidopsis wt and *fdC2‐8* plants 2 h into the light period and RNA extracted before sucrose gradient fractionation according to weight and separation on agarose gels followed by challenge with ^32^P[CTP] probes for *PsaA* and *PsbA*. 25 S ribosomal RNA visualised by ethidium bromide. Result typical of two independent experiments. (b) Detection of *PsbA* protein in crude leaf extracts of 2 wt individuals and 5 *fdC2‐8* individuals by Western blot analysis.

*psbA* translation is dynamically regulated in response to changes in light intensity, through regulation of transcript loading on ribosomes (Chotewutmontri & Barkan, 2018). We therefore performed polysome analysis to determine whether ribosome recruitment to *psbA* transcripts on transfer to high light was affected by decreased FdC2 contents. Wt and *fdC2‐8* plants were subjected to light shift experiments, with samples taken either directly after high light treatment or the dark recovery step (Figure 4). Figure 4a shows that, when transferred to high light, more *psbA* transcript is found in the high‐density ribosome containing fractions of both genotypes (compared with Figure 3a), suggesting that the light‐induced increase in ribosome interactions is unrelated to FdC2 function. Transfer to the dark following high light treatment results in *psbA* transcripts being released to the low‐density fractions, and this response is also similar between the wt and *fdC2*−8 lines (Figure 4b). These results indicate that FdC2 is not involved in regulating ribosome loading of *psbA* transcripts. We next compared abundance of D1 (the protein product of *psbA*) in wt and *fdC2‐8* lines experiencing longer light shift protocols. Samples were taken at the end of the low light, high light and dark recovery periods. There was little difference between the D1 protein abundance of wt and *fdC2*−8 following the light shifts (Figure 4c). To discount the possibility that a 1‐h incubation in high light or in the dark is too short to detect differences in D1 protein levels, we compared them again in plants over either longer high light or dark time courses. Supporting Information: Figure S3 shows that D1 abundance decreases after prolonged high light treatment in both genotypes, and that the decrease is more dramatic in *fdC2*−8. D1 protein abundance does not change in prolonged darkness.

**Figure 4:**
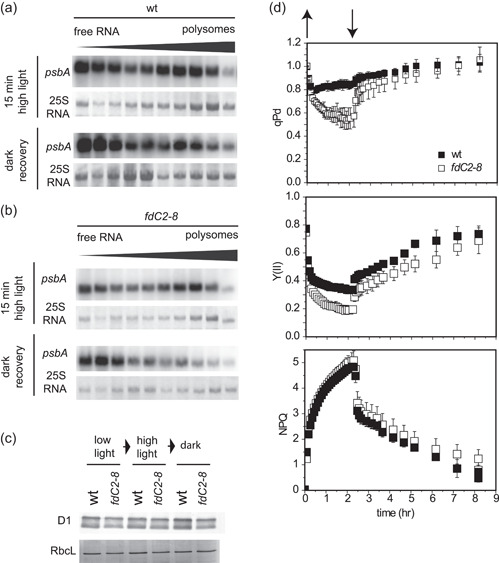
Resynthesis of D1 in plants with decreased FdC2. (a) Ribosome loading of *psbA* during resynthesis. High light treated Arabidopsis wt and *fdC2‐8* plants were moved from moderate light (125 μmol photons m‐2 s‐1) to high light (1250 μmol photons m‐2 s‐1) for 15 min, before extraction of RNA, fractionation according to weight and separation on agarose gels followed by challenge with ^32^P[CTP] probes for *psbA*. Dark recovered plants were treated identically, but with the high light period extended to 30 min, followed by a 15 min recovery period in the dark before RNA isolation. Result typical of two independent experiments. (b) Experimental conditions the same as for A, but using Arabidopsis plants of the *fdC2‐8* line. (c) Response of D1 (*psbA* protein product) abundance to light shifts. Arabidopsis wt and *fdC2‐8* plants at 2 weeks old were subjected to light shifts. Treatment started 2 h after the end of the night period (standard illumination at 150 photons m^−2^ s^−1^) with high light treatment at 1000 photons m^−2^ s^−1^ for 1 h, followed by transfer to the dark and recovery for 1 h. Samples were taken after each incubation period, protein extracts from several individuals combined were subjected to SDS‐PAGE and Western blot analysis to detect D1, with Coomassie staining as a loading control. (d) Photosystem II photodamage on high light treatment and recovery. Chlorophyll fluorescence was monitored in the leaves *fdC2‐8* over the indicated high light and recovery treatment. Plants were measured 2 h into the light period and following a 40 min dark adaptation. High light was at 1500 μmol photons m^−2^ s^−1^). PSII capacity was assessed as dark photochemical quenching (qPd) and PSII capacity (Y(II)). NPQ (nonphotochemical quenching). Values are means ± s.e. for three individuals per genotype.

To investigate whether resynthesis of D1 following light stress is impacted by FdC2 abundance, we compared the response of PSII activity over high light and dark recovery in wt and *fdC2‐8* plants. Photochemical quenching in the dark, (qPd) (Ruban, 2017), and PSII capacity (ΦPSII) were followed over this time course to assess damage and recovery at PSII (Figure 4d). Both these parameters, most dramatically qPd, indicate increased photodamage to PSII in *fdC2‐8* plants, but within 6−8 h this is almost completely restored to dark levels. The rate of recovery, corresponding to resynthesis of D1, is initially rapid in both genotypes (Figure 4d), indicating that capacity to up‐regulate *psbA* translation is not affected by decreased FdC2 contents. Interestingly, despite the large difference between the genotypes in PSII photodamage, nonphotochemical chlorophyll fluorescence quenching (NPQ) was again not affected in the *fdC2‐8* line.

### 3.4 FdC2 is required for accumulation of antennae proteins in *Arabidopsis*

As we could not identify a strong correlation between chlorophyll depletion and abundance of PSI or PSII core subunit proteins in the *fdC2‐8* line, we investigated photosystem antennae proteins, which harbour the majority of chlorophyll in the thylakoid (Specht et al., 1987). The peripheral antenna system of PSI comprises 6 homologous protein/pigment complexes Lhca 1‐6 (Jensen et al., 2007; Mazor et al., 2017). The antenna system of PSII is composed of six homologous proteins named Lhcb 1‐6, of which Lhcb1‐3 constitute the LHCII trimer, while Lhcb 4−6 are located between LHCII and the core complex (Cao et al., 2020; Lucinski & Jackowski, 2006). Immunoblots to detect PSII‐associated Lhcb1/Lhcb5 and PSI‐associated Lhca2 were performed with crude protein extracts from 4‐week‐old wt and *fdC2‐8* plants. Figure 5a shows that abundance of both PSII and PSI associated antennae proteins is decreased in *fdC2‐8*. We expanded this analysis to 2‐week‐old plants including Lhcb 4 and Lhca 1 and investigated whether short term high light or dark treatment influenced the antenna protein level in *fdC2‐8* (Figure 5b and Supporting Information: Figure S3). Once again, all antenna proteins had decreased protein abundance in *fdC2‐8*, and as expected this did not change with short term light treatment or plant age.

**Figure 5:**
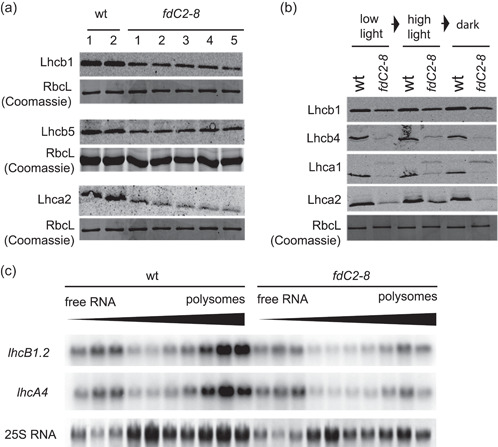
Impact of FdC2 on light harvesting protein translation and abundance. (a) Detection of protein abundance of antenna proteins of PSII (Lhcb1 and Lhcb5) and PSI (Lhca2). Detection by Western blot analysis in crude leaf extracts of 2 samples made from combining several individuals of wt and 5 samples of combined individuals of *fdC2‐8*. N. B. RbcL Coomassie loading control for Lhcb1 and Lhca 1 are identical and also the same as that for PsbA in Figure 3b, because the same biological replicates were used to Western blot for these proteins. (b) Response of antenna protein abundance to light shift treatment in leaves of Arabidopsis wt and *fdC2‐8*. Treatment started 2 h after the end of the night period (standard illumination at 150 photons m^−2^ s^−1^) with high light treatment at 1200 photons m^−2^ s^−1^ for 1 h, followed by transfer to the dark and recovery for 1 h. Samples were taken after each incubation period, subjected to SDS‐PAGE and Western blot analysis to detect the indicated proteins, with Coomassie staining as a loading control. (c) Leaf material was sampled from Arabidopsis wt and *fdC2‐8* plants 2 h into the light period and RNA extracted before sucrose gradient fractionation according to weight and separation on agarose gels followed by challenge with ^32^P[CTP] probes for the major antenna proteins of PSII (lhcB1.2) and PSI (lhcA4). 25 S ribosomal RNA visualised by ethidium bromide. Result representative of two independent experiments. N. B. the samples probed for *lhcB1.2*, *lhcA4* here were the same as those probed for *PsbA* and *PsaA* in Figure 3, and so the 25 S RNA control is identical.

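For the other antenna proteins examined by blot, array signals were available as well. Lhca2 (AT3G61470) fell by 0.46 on the log2 scale (limma adjusted p = 9.6e-04), Lhca4 (AT3G47470) fell by 0.31 (adjusted p = 0.00457), Lhcb4 (AT5G01530) fell by 0.40 (adjusted p = 0.00384) and Lhcb5 (AT4G10340) fell by 0.36 (adjusted p = 0.0041), each with 5 of 5 *fdC2-8* arrays below all wt arrays. With all 6 individuals the values were -0.46, -0.32, -0.40 and -0.36. Under quantile normalization these 4 transcripts were still lower than in wt, but past the adjusted p only for Lhca2 (-0.23); Lhca4 was at -0.06, Lhcb4 at -0.16 and Lhcb5 at -0.11.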

The decrease in antenna protein abundance must be post transcriptional, as we previously observed no change in transcript levels of either *lhca1* or *lhcb1.2* (Figure 2b). Although Arabidopsis FdC2 is reported to be a chloroplast targeted protein (Kolton et al., 2011), translation of antenna proteins in the cytosol could be impacted by the broad oxidative stress response indicated by *fdC2‐8* transcript data (Figure 2, Supporting Information: Tables 3 and 4). Indeed, when we checked ribosome loading of *lhcb1.2* and *lhca4* transcripts by polysome analysis, the ratio of loaded and unloaded transcript varied between wt and *fdC2‐8*. *lhca4* and *lhcb1.2* transcripts are relatively more abundant in polysome‐enriched fractions than free RNA for the wt, while in the antisense line distribution is equal between polysome‐enriched and free mRNA fractions (Figure 5c). This observation suggests that downregulation of antennae proteins in the *fdC2‐8* plants could be due in part to decreased translation. In contrast to the effect on antennae proteins, decreased FdC2 content did not impact on protein abundance of PsbS (Supporting Information: Figure S2), an antenna protein homologue lacking conventional chlorophyll binding capacity (Dominici et al., 2002). PsbS plays a key role in NPQ of chlorophyll fluorescence and therefore protection of PSII (Kim et al., 2016; Li et al., 2004).

### 3.5 FdC2 is required for chlorophyll biosynthesis

Our data indicates a specific impact on antenna protein and/or pigment contents. Accumulation of peripheral antennae proteins is strongly influenced by availability of chlorophyll *b* (Tanaka & Tanaka, 2011), and chlorophyll *a*/*b* ratios are higher in the *fdC2‐8* line (Figure 1c). Chlorophyll *b* is only present in the peripheral antenna, and is synthesised from chlorophyll *a*, which is more abundant and essential for photochemistry in the photosystem cores (Tanaka & Kobayashi, & Masuda, 2011). We therefore aimed to elucidate whether low chlorophyll *b* content in *fdC2‐8* caused decreased antenna protein abundance or vice versa.

Because pigment biosynthesis includes several reactions involving Fd as an electron donor (Supporting Information: Figure S5, Fujita & Bauer, 2000; Oster et al., 2000; Scheumann et al., 1998; Stuart et al., 2020; Sugishima et al., 2009) we investigated whether the chlorophyll depletion seen in the *fdC2‐8* line could be due to disrupted chlorophyll biosynthesis. wt and *fdC2‐8* plants were fed with the chlorophyll precursor δ‐aminolaevulinic acid to bypass the key regulatory step of its synthesis and stimulate excess chlorophyll synthesis. In addition, plants were kept in the dark to eliminate protochlorophyllide oxidoreductase (POR) activity (Granick, 1959) and so promote accumulation of protochlorophyllide. HPLC analysis was used to quantify chlorophyll biosynthesis intermediates and showed that, relative to the wt, the *fdC2‐8* line accumulated Mg‐protoporphyrin IX (MgP) and Mg‐protoporphyrin IX monomethyl ester (MgProtoME), and had decreased protochlorophyllide contents relative to wt (Figure 6). MgProtoME is the substrate for the MgProtoME cyclase reaction, which results in the formation of protochlorophyllide, containing the fifth ring characteristic of all chlorophylls (Tanaka & Kobayashi, & Masuda, 2011). This result is therefore compatible with disruption in chlorophyll synthesis at the level of the reaction of catalysed by the MgProtoME cyclase.

**Figure 6:**
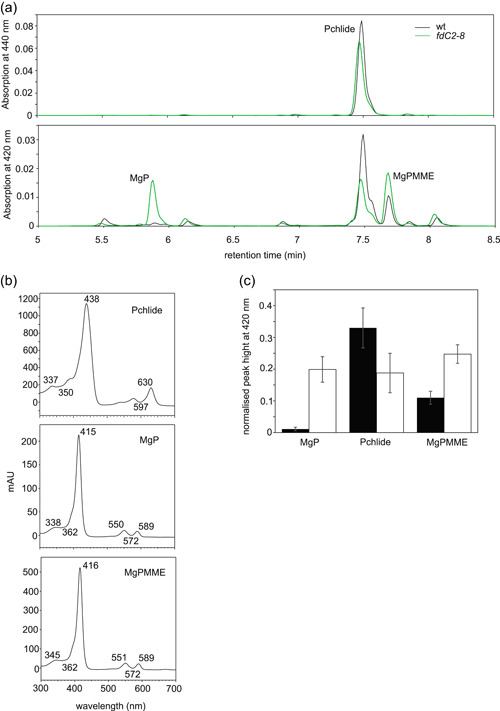
Impact of FdC2 knock‐down on intermediates of chlorophyll synthesis. (a) Detached leaves from 4 week old Arabidopsis wt and *fdC2‐8* plants were incubated overnight with 5‐aminolevulinate to induce chlorophyll synthesis precursors and then flash frozen in the dark before extraction in acetone/water/25% NH_4_OH (90/10/1 v/v/v). Mature pigments were depleted by hexane extraction before precursors were analysed by HPLC with detection at 440 nm (top) and 420 nm (bottom). The values for each time point were normalised to the total signal of that sample. Precursors were assigned by comparison to standards, and measurement of absorption spectra. (b) absorption spectra of peaks indicated in part (a). (c) Comparison of chlorophyl precursor contents based on relative hight of peaks in (a). Values are mean ± s.d. of three independent experiments.

### 3.6 Potential impact of FdC2 via iron homoeostasis

Iron sulfur cluster assembly in the chloroplast is essential for function of the MgProtoME cyclase, as demonstrated by the perturbed cyclase function in Arabidopsis SUFB mutants (Hu et al., 2017). We previously found that the low Fe response in cyanobacteria was dependent on functional FdC2 (Schorsch et al., 2018), and previous work in rice reported that an FdC2 mutant had decreased iron content (Zhao et al., 2015). One possible reason for disrupted MgProtoME cyclase activity in the *fdC2‐8* line could therefore be a disturbance in chloroplast iron homoeostasis. In higher plants, uptake, distribution and metabolism of iron are strongly regulated to ensure availability without accumulation to toxic levels. Transcriptional regulation of the relevant genes involves a network of several transcription factors belonging mainly to the BHLH family but also to the MYB and WRKY families (Connorton et al., 2017). Interestingly, transcripts of all four members of the BHLH Ib family (BHLH038, BHBLH039, BHLH100, BHLH101)—which help regulate iron uptake and whose expression is regulated by iron availability—were strongly downregulated in the *fdC2*−8 line (Figure 7a). However, only a small proportion (17/117) of the core iron responsive genes in *Arabidopsis* (Bastow et al., 2018) are mis‐regulated in the *fdC2‐8* mutant (Supporting Information: Table S5). Also, from 34 genes regulated by the main iron regulator FIT (Mai et al., 2016), only one (*AT1G09560*, encoding GERMIN‐LIKE PROTEIN 5 (GLP5)) has its expression affected (upregulated) in *fdC2‐8*. 

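BHLH038 (AT3G56970) had a log2 signal of -1.53 ± 0.56 in wt (SD, n = 6) and -3.82 ± 0.68 in *fdC2-8* (SD, n = 5), a log2 fold change of -2.30 (standard error 0.336, limma adjusted p = 4.6e-04). BHLH039 (AT3G56980) fell by 1.71 (standard error 0.234, adjusted p = 3.1e-04), with its probe well above background on 2 of 5 *fdC2-8* arrays. BHLH101 (AT5G04150) fell by 1.48 (standard error 0.293, adjusted p = 0.0028). The probe of BHLH100 (AT2G41240) was well above background on all 6 wt arrays and on 0 of 5 *fdC2-8* arrays, so that this transcript was at least 3.90-fold lower. In each of the 4 genes, all 5 *fdC2-8* arrays lay below all wt arrays, and their median log2 fold change was -1.84 with BHLH100 at its bound. With all 6 individuals the log2 fold changes of BHLH038, BHLH039 and BHLH101 were -2.14, -1.60 and -1.26, and that of BHLH100, now well above background on 1 of 6 arrays, was -2.89. In individual 3 BHLH100 (-3.68) and BHLH101 (-1.65) lay within the range of the wt arrays. Normexp background correction moved BHLH038, BHLH039 and BHLH100 most, BHLH039 to -0.85, and the mean over probes moved BHLH101 most, to -1.05, and all 4 stayed past the adjusted p.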

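Of the 17 genes of Table S5, 16 were called, 11 higher and 5 lower (15 with all 6 individuals, where AT2G27402 fell by 0.85). Their median log2 fold change was 1.43, also with BHLH100 and MRD1 at their bounds, and 1.33 with all 6 individuals. The gene not called was HEI10 (AT1G53490), with a log2 fold change of 0.82 (limma adjusted p = 0.0144, 4 of 5 arrays above all wt arrays, all 6 individuals 0.74). In 13 of the 17 genes, 12 of them called, the direction was opposite to that given for *nramp3 nramp4* in the same table. Both thresholds were passed by fewer of them under normexp background correction (9 genes) and with probes required to be well above background on every array (10 genes).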

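The GLP5 probe (chromosome 1 of TAIR10, 3094569 to 3094628) had a log2 signal of 0.03 ± 0.12 in wt (SD, n = 6) and 1.28 ± 0.35 in *fdC2-8* (SD, n = 5). The log2 fold change was 1.24 (standard error 0.141, limma adjusted p = 1.2e-04), with 5 of 5 *fdC2-8* arrays above all wt arrays. In individual 3 the level was 0.58, and with all 6 individuals the log2 fold change was 1.12 (adjusted p = 5.0e-04). Over the alternatives the value lay between 1.12 and 1.36. The remaining FIT-regulated genes are not listed in the paper and were not analysed as a list here.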

Redox stress has also been reported to influence BHLH gene transcription (Noshi et al., 2018), so changes in transcript abundance in *fdC2‐8* may be related to the general oxidative stress response (Figure 2, Supporting Information: Table S3 and S4). Iron homeostasis is also regulated at the post‐transcriptional level, and so we quantified iron contents and iron containing proteins in the wt and *fdC2*−8 line. Decreased FdC2 does not significantly affect total iron content of the aerial organs (Figure 7b), or of two markers for total leaf Fe: abundance of the ferritin protein (Figure 7c) and the activity of FeSOD (Figure 7d). Altogether, these observations suggest that FdC2 is not involved in perceiving or transducing iron availability signals in *Arabidopsis*, although we cannot preclude a specific role in assembly of the MgProtoME cyclase diiron centre.

**Figure 7:**
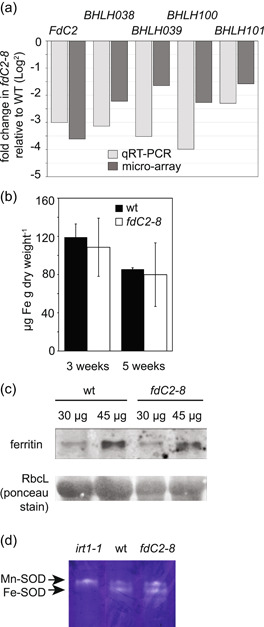
Iron content and metabolism in *fdC2‐8* plants. (a) Comparison of fold change in abundance of the transcript levels of genes for the *BHLH* transcription factors, found to have downregulated expression in *fdC2‐8* by micro‐array analysis. 2−3 biological replicates and three technical replicates were considered for each condition. RNA was isolated from the aerial parts of 4 week old wt and *fdC2‐8* plants, before cDNA synthesis and detection of *FdC2*, *BHLH038*, *BHLH039*, *BHLH100* and *BHLH101* transcripts by qRT‐PCR. (b) Comparison of iron content in WT and *fdC2‐8* in arial tissues of 3 week old and 5 week old plants, as measured by inductively coupled plasma mass spectrometry. (c) Content of the iron storage protein ferritin as estimated by Western blot analysis. Ponceau stain below is shown as a loading control. (d), Native‐gel activity stain for superoxide dismutase (SOD) activity in leaf extracts from Arabidopsis wt, *fdC2*‐8 and *irt‐1*, a mutant with compromised iron uptake. The different migratory positions of Mn‐SOD and Fe‐SOD are indicated to the left of the gel. [Color figure can be viewed at wileyonlinelibrary.com]

### 3.7 FdC2 is located at the chloroplast envelope

It has previously been shown that other, highly abundant PETF type Fd iso‐proteins are capable of electron donation to the MgProtoME cyclase (G. E. Chen, Zhong, et al., 2021; Stuart et al., 2020), meaning that electron donation to this enzyme by FdC2 should be redundant. PETF type Fds are predominantly reduced at the thylakoid by PSI, while the cyclase has a dual location at both thylakoid and envelope. It may be that a specific function connecting FdC2 to MgProtoME relates to its sub‐chloroplast location. Previous work on rice and maize showed that FdC2 is localised within the chloroplasts of these species (Y. Chen, Zhong, et al., 2021; C. Li et al., 2015; Zhao et al., 2015). In previous work on *Arabidopsis*, FdC2 was detected in chloroplast sub‐fractions corresponding to both membranes and stroma (Kolton et al., 2011). Similarly, we found that a significant proportion of the protein was located in chloroplast membranes of wt Arabidopsis (Figure 8). Within the membrane fraction, we do not find FdC2 associated with mature thylakoids, but enriched in the envelope fraction (Figure 8b), which is in line with the sub‐chloroplast location assigned by proteomics studies deposited in the AT Chloro database (Salvi et al., 2018), and more recent reports on chloroplast envelope proteins that assign FdC2 to the inner envelope (Bouchnak et al., 2019). To further investigate the subcellular localisation of FdC2 in *Arabidopsis*, we transformed protoplasts with a pFdC2‐pGFP vector under control of the 35 S promoter. Figure 8c shows that the fusion protein was localised to the chloroplasts, but not associated with the chlorophyll auto‐flourescence of the thylakoid membranes. A Z‐stack through a single chloroplast is shown in Supporting Information: Figure S4. Curiously, the GFP signal changed in location over time following transformation, from defined spots to thin lines (Figure 8c), suggesting the formation of FdC2 aggregates in the outer areas of the chloroplast, possibly as a consequence of the non‐physiological overexpression of FdC2.

**Figure 8:**
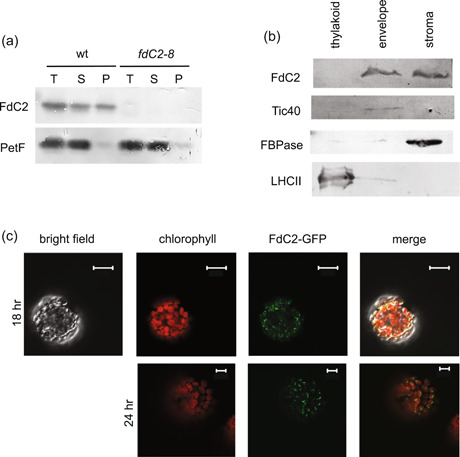
Sub‐cellular location of FdC2 in Arabidopsis. (a) Crude fractionation of leaf proteins from wt and *fdC2‐8* plants into total (T), soluble (S) and pelleted (P) proteins before separation by SDS‐PAGE, Western blot analysis and challenge with anti‐sera raised against the indicated proteins. (b) Sub‐chloroplast fractionation of proteins from wt Arabidopsis into thylakoid membrane, envelope membrane and supernatant fractions before separation by SDS‐PAGE, Western blot analysis and challenge with anti‐sera raised against the indicated proteins. (c) Visualisation of FdC2‐GFP tagged protein by laser scanning microscopy, following transformation of wt Arabidopsis protoplasts. Typical chloroplasts are shown 18 h or 24 h following protoplast transformation, to show change in the signal. Top panel scale bars = 20 μm, bottom panel scale bars = 10 μm.

## 4 DISCUSSION

### 4.1 Possible roles for FdC2 relating to chlorophyll synthesis

FdC2 is required to maintain normal chlorophyll levels in *Arabidopsis* (Figure 1), as with other photosynthetic organisms (Chen, Zhong, et al., 2021; Li et al., 2015; Steccanella et al., 2015; Zhao et al., 2015). Several enzymatic steps in chlorophyll metabolism require Fd as an electron donor (Supporting Information: Figure S5), including those catalysed by: MgProtoME cyclase (Stuart et al., 2020); light‐independent POR (Fujita & Bauer, 2000); chlorophyllide a oxyenase (CAO) (Oster et al., 2000); 7‐Hydroxymethyl Chlorophyll a reductase (Scheumann et al., 1998) and red catabolite reductase (Sugishima et al., 2009). It is possible that, as suggested recently for the cyclase (Stuart et al., 2021), FdC2 could be a specific electron donor to one, or more of these enzymes. Feeding of δ‐aminolaevulinic acid to *fdC2‐8* plants in the dark resulted in increased MgP and MgProtoME contents relative to wt and decreased protochlorophyllide (Figure 7). Although this indicates that the reaction catalysed by the MgProtoME cyclase is particularly affected in *fdC2‐8*, such feeding studies would only detect disruption at the first enzyme affected in a pathway, so dependence on FdC2 of subsequent enzymes, such as CAO might not be detected. In common with the *fdC2‐8* antisense line, an antisense CHL27 line with decreased cyclase activity had diminished peripheral PSI antennae proteins (Lhca 1‐4) and PSII antenna proteins (Lhcb1, 2 and 4) and an increased chlorophyll *a*/*b* ratio (Tottey et al., 2003). A *CHL27* mutant expressing only 10−20% cyclase (T‐DNA insertion) exhibits similarities to the *fdC2‐8* line. Total chlorophyll is decreased, and chl *a*/*b* ratios increase. As for the *fdC2‐8* line, chloroplast structure was perturbed, showing more stroma lamellae and fewer grana stacks (Hansson & Jensen, 2009). Mutations in FdC2 and CHL27 therefore show some similarities. However, in contrast to *fdC2‐8*, PSI core protein abundance and maximum NPQ were significantly diminished in *chl27* knock‐downs whereas we detected no consistent change in *fdC2‐8* (Supporting Information: Figure S2, Supporting Information: Figure S3, Figure 4). In addition, *chl27* plants do not have higher susceptibility to high light damage at PSII (Hansson & Jensen, 2009) unlike *fdC2‐8* (Figure 4).

So far it has been reported that all Fd‐dependent enzymes involved in chlorophyll synthesis are capable of receiving electrons from the canonical photosynthetic ferredoxin, PetF. The PetF concentration in vivo has been estimated at around 30−40 µM (Yonekura‐Sakakibara et al., 2000) in the chloroplast and 500 µM in the cyanobacterial cytosol (Moal & Lagoutte, 2012). While we do not know the concentration of FdC2 protein, it is reported to have the lowest transcript abundance of all expressed Fds in Arabidopsis (Kolton et al., 2011), where AtFd2 (PetF type) makes up 90−95% of the total leaf Fd (Hanke et al., 2004). Furthermore, although knock‐out lethal, the protein can be decreased to almost undetectable levels in cyanobacteria with no impact on growth rate or chlorophyll content (Schorsch et al., 2018). Several enzymes of chlorophyll synthesis are present at the chloroplast envelope, for example the catalytic component of the MgProtoME cyclase, CHL27 (AT3G56940) is localised to both the thylakoid and chloroplast inner‐envelope (Tottey et al., 2003). Figure 8 shows that FdC2 is located at the chloroplast envelope membrane, and proteomics studies have assigned it to the inner envelope (Bouchnak et al., 2019; Salvi et al., 2018). If diffusion of PetF from the thylakoid to the envelope limits activity of the chlorophyl synthesis enzymes located there, FdC2 could act as an envelope specific electron donor. This implies a Fd reduction system at the envelope is necessary and FNR has been assigned as a chloroplast envelope protein (Mulo, 2011) and identified as a binding partner of the YCF54 (Herbst et al., 2018), a scaffold component of the MgProtoME cyclase. If FdC2 is a specific electron donor to enzymes of chlorophyll biosynthesis, and the MgProtoME cyclase in particular, it might be expected to show high affinity and activity with FNR and the enzyme. However, in vitro assays of cyclase activity report that while only 5 µg of PetF is required for maximum MgProtoME cyclase activity (Stuart et al., 2020), 60 µg FdC2 are required for maximum activity (Stuart et al., 2021), indicating a relatively low affinity. Moreover, Arabidopsis FdC2 is also a poor electron acceptor from FNR (Kolton et al., 2011). All these activity measurements represent in vitro data, and it may be that, in vivo, additional components, or factors associated with membrane attachment prevent electron donation to the cyclase from canonical Fd, and increases the efficiency of FdC2 in transferring electrons from FNR to the cyclase.

It is worth noting that disrupted MgProtoME cyclase activity in the *fdC2‐8* line might not be due to lack of the direct electron donor per se. Mutants of photosynthetic electron transport with disturbed redox state of the quinone pool were also found to be blocked in chlorophyll synthesis at the stage of MgProtoME cyclase activity (Steccanella et al., 2015). Intriguingly, disrupted FeS cluster assembly in the chloroplast also blocks the MgProtoME cyclase reaction (Hu et al., 2017) and FdC2 function has been previously related to Fe dependent responses and Fe contents (Schorsch et al., 2018; Zhao et al., 2015). Irrespective of whether it acts as a specific electron donor, our data support a model where FdC2 plays a unique role at the chloroplast inner envelope relating to chlorophyll synthesis, and that this is particularly critical for the MgProtoME cyclase reaction and assembly of antenna proteins following import from the cytosol.

### 4.2 Retrograde signalling in the *fdC2‐8* line

The status of chlorophyll biosynthesis in the chloroplast is thought to be transduced to the nucleus in retrograde signals (Terry & Smith, 2013) and it may be that disruption of this signal in *fdC2‐8* contributes to the altered nuclear gene expression reflecting oxidative stress (Supporting Information: Tables S3 and S4). Previous studies have used lincomycin (which blocks chloroplast translation (Mulo et al., 2003)) and norflurazon (which inhibits carotenoid biosynthesis (Oelmüller, 1989)) to identify nuclear genes regulated by plastid retrograde signalling, including repressed photosynthesis‐associated nuclear genes (PhANGs). This led to the discovery of the GENOMES UNCOUPLED (GUN) loci, whose inactivation uncouples chloroplast function and nuclear expression (Koussevitzky et al., 2007; Larkin et al., 2003; Mochizuki et al., 2001; Susek et al., 1993). Because the *fdC2‐8* line has perturbed chloroplast development and unaffected expression of photosynthetic genes encoded in the nucleus, we wondered whether retrograde signalling is perturbed. We therefore compared the sets of genes regulated in the *fdC2‐8* line and genes regulated in the *gun 1* and *gun 5* mutants treated with norflurazone (Koussevitzky et al., 2007). We found that only 2.6% and 5% of FdC2 regulated genes were derepressed (fold > 2) respectively in the *gun 5* and *gun 1−9* mutants (Supporting Information: Table S6). This low correlation suggests that, although there is a certain level of uncoupling between chloroplast state and PhANGs expression in the *fdC2‐8* line, this effect is not as pronounced as in the GUN mutants. 

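Table S6 names 58 genes, of which 56 passed the filter and 50 were called in *fdC2-8* against wt, 36 higher and 14 lower (47 with all 6 individuals). The median log2 fold change was 1.28 (1.16 with all 6 individuals). Of the 17 genes derepressed in both mutants 14 were called (13 with all 6 individuals), with a median of 1.15. Of the 30 tested genes derepressed in *gun1-9* alone 28 were called (27), with a median of 1.48, or 1.44 with 2 genes at their bound, and of the 9 in *gun5* alone 8 were called (7), with a median of 0.94. Counted over the 934 called genes, the *gun5* genes made up 2.36% and the *gun1-9* genes 4.50%. Every tested gene changed in the direction that Table S6 gives. From the low number of shared genes, the paper proposes that the uncoupling between chloroplast state and nuclear photosynthetic genes is weaker in *fdC2-8* than in the *gun* mutants.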

Interestingly, FdC2 is de‐repressed in both *gun 1−9* and *gun 5*. Wu et al. (2019) found that antennae proteins are decreased when the *gun 1* mutant is treated with lincomycin, despite transcription being derepressed, suggesting that post‐transcriptional regulation of antennae proteins overrides transcriptional regulation during retrograde signalling. This is also the case in *fdC2‐8*, and intriguingly FdC2 protein levels are strongly decreased when *gun 1* is treated with lincomycin compared with either non‐lincomycin treated *gun 1* or with lincomycin treated wt (Wu et al., 2019).

### 4.3 Interplay between the chlorophyll content and antenna protein abundance

FdC2 has previously been described as an mRNA binding protein, specifically interacting with transcripts for the PSII core protein, *psbA* (Kolton et al., 2011). However, we could not detect any impact on *psbA* translation or protein abundance (Figure 3), or on the resynthesis of D1 (the protein product of *psbA*) following PSII photodamage in vivo (Figure 4). As chlorophyll synthesis is disrupted in *fdC2‐8*, the rapid rate of PSII recovery from photodamage also supports the suggestion that *de novo* chlorophyll synthesis is not important in D1 regeneration, with chlorophyll released from degraded proteins stored and immediately used in resynthesis (Hey & Grimm, 2018). In the cyanobacterium *Synechocystis*, truncation of FdC2 results in complex mis‐regulation of the iron starvation inducible *isiAB* operon (Schorsch et al., 2018): the IsiB protein (flavodoxin, the non‐iron requiring equivalent of photosynthetic Fd) accumulates, while transcript and protein of IsiA (a chlorophyll *a* containing antenna) does not. In cyanobacteria, it has been shown that a coordinated synthesis of apoproteins and chromophores is required for stoichiometric adjustment of photosynthetic units (Vavilin et al., 2005). *Synechocystis* FdC2 truncation mutants also showed decreased chlorophyll contents (Schorsch et al., 2018), and one possible cause of their disrupted low iron response might therefore be poor folding of IsiA protein during translation due to perturbed chlorophyll synthesis. This could result in *IsiA* transcript degradation as transcription and translation are coupled in prokaryotes (Yanofsky, 1981). In opposition to this, photosystem degradation also occurs in cyanobacteria under iron deprivation (Öquist, 1974) and IsiA has been proposed to act as the main Chl‐storage protein for the resulting chlorophyll (Riethman & Sherman, 1988), a process independent of de novo chlorophyll synthesis.

The events connecting FdC2 abundance and that of antenna proteins are not clear. Downregulation could happen at many levels—antennae protein transcription in the nucleus, translation in the cytosol, import into chloroplasts, then processing to mature, pigment containing forms and integration into thylakoid membranes (reviewed in [Dall'Osto et al., 2015]). Accumulation of tetrapyrrole intermediates (Strand et al., 2003; Woodson et al., 2011) and hydrogen peroxide (Balazadeh et al., 2012; Maruta et al., 2012) are reported to result in retrograde signals that control *Lhc* transcription, but we find no evidence of mis‐regulated transcription of antennae genes in *fdC2‐8* (Figure 2). However, ribosome loading of the *lhca4* and *lhcb1.2* transcripts is partly disrupted (Figure 5). It has previously been shown that *Lhc* translation can be limited by retrograde signals originating from blocked photosynthetic electron transport or blocked plastid translation (Petracek et al., 1997; Wu et al., 2019), but we have not found evidence that either process is disrupted in *fdC2‐8* (Supporting Information: Figure S1, Figure 3 and 4). It was suggested that in the absence of chlorophyll *b* binding, LHC proteins fold incorrectly and are then degraded by specific proteases (Tanaka & Tanaka, 2011). 

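For antenna transcripts as a group, 20 genes were listed and all were tested. Limma called 0 of them at a fold change of 2 with the 5 individuals used in the paper, as did the inferred t-test, and 1 with all 6 individuals, LHCB4.3 (-1.02, and -1.00 without individual 3). All 20 were lower in *fdC2-8*, 20 at an unadjusted p under 0.05, 18 at the adjusted p and 20 adjusted over the list alone (19 at the adjusted p with all 6 individuals). The median log2 fold change was -0.37 with or without individual 3 and -0.33 in individual 3 alone, and the smallest fall was that of LHCB1.3 (-0.23). Quantile normalization moved the median to -0.12 and left 8 genes past the adjusted p.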

Overall, these observations suggest that downregulation of Lhc proteins in the *fdC2‐8* line is due to decreased translation and possibly also protein degradation. This is in agreement with other work suggesting that antennae proteins are mainly regulated at the post‐transcriptional level (Flachmann, 1997; Floris et al., 2013; Frigerio et al., 2007; Petracek et al., 1997; Wu et al., 2019).

### 4.4 Remaining antenna proteins are fully functional in *fdC2‐8*

The *fdC2‐8* line has abnormal chloroplasts with a decreased number of grana stacks. It is likely that this is related to decreased levels of LHC proteins, including Lhcb5, resulting in a lower LHC to lipid ratio. For example, *Arabidopsis* chlorina mutants also exhibit fewer stacked thylakoids than wild type and a double mutant of chlorina and *lhcb5* has an even poorer extent of grana formation (Kim et al., 2009). As in *fdC2‐8*, the quantum yield of PSII (ΦPSII) was decreased in barley *viridis‐k.170* and *viridis‐k.23* in the light, but these plants recovered well in the dark (Steccanella et al., 2015). While NPQ is unaffected in *fdC2*‐8 (Figure 4, Supporting Information: Figure S1) or the maize *fdC2* mutant (Chen, Zhong, et al., 2021), it is lower than wt in the *VirK* mutants (Steccanella et al., 2015) and also strongly decreased in mutants of specific *LHC* genes (Hartel et al., 1996; Havaux et al., 2007). Levels of PsbS protein, a critical component in inducing NPQ in the LHCs (Havaux & Niyogi, 1999; Sacharz et al., 2017), are unchanged in *fdC2‐8* (Supporting Information: Figure S2). This indicates that the quenching capacity of the remaining antenna in *fdC2‐8* is functional, as trimeric LHCII have been identified as the principal site of NPQ (Ruban & Wilson, 2020; Saccon et al., 2020). This inconsistency may reflect the difference between a decrease in total, functional FdC2 proteins (*fdC2‐8*), and disruption of FdC2 function due to point mutation or truncation (as reported in rice, maize and barley). When function or abundance of this protein is perturbed, there are profound effects on chlorophyll synthesis, specifically at the MgProtoME cyclase step, and this induces a large‐scale oxidative stress response. The unique function of FdC2 may be related to a unique localisation to the chloroplast envelope, where the MgProtoME cyclase is also found, and antenna proteins enter the chloroplast.

## Supporting information

Supporting information.

Supporting information.

Supporting information.

Supporting information.

## Data Availability

Microarray data have been deposited at GEO (https://www.ncbi.nlm.nih.gov/geo/) under the accession GSE236421.

# Supplementary material for: Ferredoxin C2 is required for chlorophyll biosynthesis and accumulation of photosynthetic antennae in Arabidopsis
**Source:** Plant Cell Environ. 2023 Jul 10;46(11):3287–304. doi: 10.1111/pce.14667
**Supplement:** Supplementary file 2 — Supporting information.

**Supplemental Table S2** Transcription factors and related proteins with mis-regulated expression in the *fdC2-8* line.

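Table S2 counts mis-regulated transcription factors by their MapMan bin and gives a p-value for each bin. Among the WRKY genes on the array, 25 were higher and 2 lower past the adjusted p at any fold change, with the lowest log2 fold change that of WRKY7 (-0.49). Among the genes described as bHLH 5 were higher, BZIP17 among them, and 32 lower, BZIP34 among them. For Aux/IAA 18 passed the adjusted p (15 with all 6 individuals), and for ARR 13, of which 2 were higher (13 with all 6 individuals).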

| Bin / sub-bin | Name                                                                                                   | Number of genes | p-value (Wilcoxon Test) |
|---------------|--------------------------------------------------------------------------------------------------------|-----------------|-------------------------|
| 27            | RNA                                                                                                    | 85              | 2.05731E-05             |
| 27.1          | RNA.processing                                                                                         | 1               | 0.158345499             |
| 27.3          | RNA.regulation of transcription                                                                        | 83              | 3.93305E-05             |
| 27.3.1        | RNA.regulation of transcription.ABI3/VP1-related B3-domain-containing transcription factor family      | 1               | 0.383150411             |
| 27.3.11       | RNA.regulation of transcription.C2H2 zinc finger family                                                | 7               | 0.231682154             |
| 27.3.22       | RNA.regulation of transcription.HB,Homeobox transcription factor family                                | 3               | 0.012920656             |
| 27.3.23       | RNA.regulation of transcription.HSF,Heat-shock transcription factor family                             | 3               | 0.881873473             |
| 27.3.24       | RNA.regulation of transcription.MADS box transcription factor family                                   | 2               | 0.087111629             |
| 27.3.25       | RNA.regulation of transcription.MYB domain transcription factor family                                 | 4               | 0.523123479             |
| 27.3.27       | RNA.regulation of transcription.NAC domain transcription factor family                                 | 2               | 0.80773312              |
| 27.3.29       | RNA.regulation of transcription.TCP transcription factor family                                        | 2               | 0.050100796             |
| 27.3.3        | RNA.regulation of transcription.AP2/EREBP, APETALA2/Ethylene-responsive element binding protein family | 4               | 0.930676053             |
| 27.3.30       | RNA.regulation of transcription.Trihelix, Triple-Helix transcription factor family                     | 1               | 0.922498675             |
| 27.3.32       | RNA.regulation of transcription.WRKY domain transcription factor family                                | 23              | 0.630278518             |
| 27.3.37       | RNA.regulation of transcription.AS2,Lateral Organ Boundaries Gene Family                               | 2               | 0.699555141             |
| 27.3.40       | RNA.regulation of transcription.Aux/IAA family                                                         | 6               | 0.000279796             |
| 27.3.5        | RNA.regulation of transcription.ARR                                                                    | 4               | 0.003665389             |
| 27.3.6        | RNA.regulation of transcription.bHLH,Basic Helix-Loop-Helix family                                     | 10              | 8.73145E-07             |
| 27.3.64       | RNA.regulation of transcription.PHOR1                                                                  | 1               | 0.478446428             |
| 27.3.99       | RNA.regulation of transcription.unclassified                                                           | 8               | 0.590930632             |
| 27.4          | RNA.RNA binding                                                                                        | 1               | 0.78104141              |

**Table S3.** Genes co-regulated between *fdC2-8* and H<sub>2</sub>O<sub>2</sub> treatment. Genes with altered expression both following 8 h of moderated H<sub>2</sub>O<sub>2</sub> production in Chloroplasts (GO-5 mutant in photorespiratory conditions) and also mis-regulated in *fdC2-8*.

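Table S3 gives for each gene the log2 fold change of *fdC2-8* over wt beside the value of the other study. Among the genes with the largest rises in the table, CRK36 had a log2 fold change of 3.88 on its brightest probe, NAC042 of 3.63 and PAD3 of 3.37. The probes of CYP71A12, AT2G32030 and DREB19 were not well above background on any wt array, so that only bounds of their rises can be given.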

| Locus (in GO5-8h)   | Gene ID   | Gene symbol | Log2( <i>fdC2-8</i> /WT) | Log2 (GO5_8h/WT_8h) | Description                                                                        |
|---------------------|-----------|-------------|--------------------------|---------------------|------------------------------------------------------------------------------------|
| AT1G01340           | AT1G01340 | CNGC10      | 1.21                     | 1.35                | cyclic nucleotide gated channel (CNGC10)                                           |
| AT1G01560           | AT1G01560 | MPK11       | 2.20                     | 1.78                | mitogen-activated protein kinase 11 (MPK11)                                        |
| AT1G02470           | AT1G02470 | AT1G02470   | 1.61                     | 2.95                | SRPBCC ligand-binding domain-containing protein                                    |
| AT1G02850           | AT1G02850 | BGLU11      | 2.25                     | 2.44                | beta glucosidase 11 (BGLU11)                                                       |
| AT1G03660           | AT1G03660 | AT1G03660   | 2.40                     | 3.44                | Ankyrin-repeat containing protein                                                  |
| AT1G05880           | AT1G05880 | ARI12       | 1.09                     | 1.86                | putative E3 ubiquitin-protein ligase ARI12 (ARI12)                                 |
| AT1G08930           | AT1G08930 | ERD6        | 1.02                     | 1.34                | sugar transporter ERD6 (ERD6)                                                      |
| AT1G09970           | AT1G09970 | LRR XI-23   | 1.06                     | 1.51                | leucine-rich receptor-like protein kinase (LRR XI-23)                              |
| AT1G14370           | AT1G14370 | APK2A       | 1.63                     | 1.05                | protein kinase 2A (APK2A)                                                          |
| AT1G15520           | AT1G15520 | PDR12       | 3.94                     | 3.42                | ABC transporter G family member 40 (PDR12)                                         |
| AT1G16420           | AT1G16420 | MC8         | 2.41                     | 2.22                | metacaspase 8 (MC8)                                                                |
| AT1G17170           | AT1G17170 | GSTU24      | 2.45                     | 5.53                | glutathione S-transferase TAU 24 (GSTU24)                                          |
| AT1G17180           | AT1G17180 | GSTU25      | 2.01                     | 3.32                | glutathione S-transferase TAU 25 (GSTU25)                                          |
| AT1G17745           | AT1G17745 | AT1G17745   | 1.81                     | 1.44                | D-3-phosphoglycerate dehydrogenase                                                 |
| AT1G18570           | AT1G18570 | MYB51       | 1.18                     | 1.81                | myb domain protein 51 (MYB51)                                                      |
| AT1G21110;AT1G21120 | AT1G21120 | AT1G21120   | 1.34                     | 2.90                | O-methyltransferase family protein                                                 |
| AT1G21120           | AT1G21120 | AT1G21120   | 1.34                     | 2.86                | O-methyltransferase family protein (AT1G21120)                                     |
| AT1G26380           | AT1G26380 | AT1G26380   | 1.87                     | 3.97                | FAD-binding and BBE domain-containing protein                                      |
| AT1G27730           | AT1G27730 | STZ         | 1.10                     | 2.17                | zinc finger protein STZ/ZAT10 (STZ)                                                |
| AT1G32350           | AT1G32350 | AOX1D       | 2.73                     | 4.37                | alternative oxidase 3 (AOX1D)                                                      |
| AT1G32940           | AT1G32940 | SBT3.5      | 1.69                     | 2.36                | Subtilase-like protein (SBT3.5)                                                    |
| AT1G32960           | AT1G32960 | SBT3.3      | 2.03                     | 2.43                | Subtilase-like protein (SBT3.3)                                                    |
| AT1G51890           | AT1G51890 | AT1G51890   | 3.09                     | 3.46                | putative leucine-rich repeat protein kinase                                        |
| AT1G62840;AT1G62850 | AT1G62840 | AT1G62840   | 1.03                     | 1.46                | uncharacterized protein                                                            |
| AT1G63720           | AT1G63720 | AT1G63720   | 1.13                     | 1.83                | uncharacterized protein                                                            |
| AT1G66690;AT1G66700 | AT1G66700 | PXMT1       | 3.19                     | 4.44                | S-adenosylmethionine-dependent methyltransferase domain-containing protein (PXMT1) |
| AT1G66880           | AT1G66880 | AT1G66880   | 1.51                     | 1.17                | protein kinase domain-containing protein                                           |
| AT1G67810           | AT1G67810 | SUFE2       | 1.56                     | 3.56                | sulfur E2 (SUFE2)                                                                  |
| AT1G69930           | AT1G69930 | GSTU11      | 1.70                     | 1.73                | glutathione S-transferase TAU 11 (GSTU11)                                          |

|                     |           |           |      |      |                                                            |
|---------------------|-----------|-----------|------|------|------------------------------------------------------------|
| AT1G17290;AT1G72330 | AT1G72330 | ALAAT2    | 1.22 | 1.03 | alanine aminotransferase 2 (ALAAT2)                        |
| AT1G74360           | AT1G74360 | AT1G74360 | 1.92 | 3.27 | putative LRR receptor-like serine/threonine-protein kinase |
| AT1G74710           | AT1G74710 | EDS16     | 1.01 | 1.61 | Isochorismate synthase 1 (EDS16)                           |
| AT1G76600           | AT1G76600 | AT1G76600 | 1.18 | 2.85 | uncharacterized protein (AT1G76600)                        |
| AT1G76970           | AT1G76970 | AT1G76970 | 1.10 | 1.10 | Target of Myb protein 1 (AT1G76970)                        |
| AT1G79680           | AT1G79680 | WAKL10    | 2.36 | 3.29 | wall-associated receptor kinase-like 10 (WAKL10)           |
| AT1G80840           | AT1G80840 | WRKY40    | 1.61 | 3.49 | putative WRKY transcription factor 40 (WRKY40)             |
| AT2G04070           | AT2G04070 | AT2G04070 | 2.44 | 4.82 | MATE efflux family protein (AT2G04070)                     |
| AT2G15480           | AT2G15480 | UGT73B5   | 1.55 | 2.98 | UDP-glucosyl transferase 73B5 (UGT73B5)                    |
| AT2G21640           | AT2G21640 | AT2G21640 | 1.33 | 3.45 | uncharacterized protein (AT2G21640)                        |
| AT2G29460           | AT2G29460 | GSTU4     | 3.83 | 3.56 | glutathione S-transferase (GSTU4)                          |
| AT2G29990           | AT2G29990 | NDA2      | 1.03 | 1.49 | NADH dehydrogenase (NDA2)                                  |
| AT2G30140           | AT2G30140 | AT2G30140 | 1.29 | 1.61 | UDP-glucuronosyl/UDP-glucosyl transferase-like protein     |
| AT2G30250           | AT2G30250 | WRKY25    | 1.44 | 2.05 | putative WRKY transcription factor 25 (WRKY25)             |
| AT2G30750           | AT2G30750 | CYP71A12  | 1.95 | 2.94 | cytochrome P450 71A12 (CYP71A12)                           |
| AT2G32030           | AT2G32030 | AT2G32030 | 1.40 | 2.99 | GCN5-related N-acetyltransferase-like protein              |
| AT2G38340           | AT2G38340 | AT2G38340 | 3.42 | 3.27 | dehydration-responsive element-binding protein 2E          |
| AT2G38470           | AT2G38470 | WRKY33    | 1.19 | 2.50 | putative WRKY transcription factor 33 (WRKY33)             |
| AT2G41100           | AT2G41100 | TCH3      | 1.83 | 1.99 | calmodulin-like protein 12 (TCH3)                          |
| AT2G41730           | AT2G41730 | AT2G41730 | 1.93 | 5.75 | cDNA clone RAFL17-20-P21 3'                                |
| AT2G43000           | AT2G43000 | NAC042    | 3.25 | 2.31 | NAC domain-containing protein 42 (NAC042)                  |
| AT2G46400           | AT2G46400 | WRKY46    | 2.32 | 1.08 | putative WRKY transcription factor 46 (WRKY46)             |
| AT2G47000           | AT2G47000 | ABCB4     | 2.75 | 6.29 | ABC transporter B family member 4 (ABCB4)                  |
| AT3G01290           | AT3G01290 | AT3G01290 | 2.53 | 2.14 | Hypersensitive-induced response protein 3                  |
| AT3G02840           | AT3G02840 | AT3G02840 | 1.08 | 2.26 | armadillo/beta-catenin-like repeat-containing protein      |
| AT3G05360           | AT3G05360 | RLP30     | 1.15 | 2.18 | receptor like protein 30 (RLP30)                           |
| AT3G10500           | AT3G10500 | NAC053    | 1.26 | 1.50 | NAC domain containing protein 53 (NAC053)                  |
| AT3G13080;AT1G71330 | AT3G13080 | MRP3      | 1.58 | 2.98 | ABC transporter C family member 3 (MRP3)                   |
| AT3G13100           | AT3G13100 | MRP7      | 1.18 | 1.38 | ABC transporter C family member 7 (MRP7)                   |
| AT3G22910           | AT3G22910 | AT3G22910 | 2.52 | 1.80 | Ca <sup>2+</sup> -transporting ATPase                      |
| AT3G23550           | AT3G23550 | AT3G23550 | 2.69 | 3.03 | mate efflux domain-containing protein                      |
| AT3G25610           | AT3G25610 | AT3G25610 | 1.71 | 1.95 | phospholipid-transporting ATPase 10                        |
| AT3G26210           | AT3G26210 | CYP71B23  | 2.32 | 1.22 | cytochrome P450 71B23 (CYP71B23)                           |
| AT3G26830           | AT3G26830 | PAD3      | 3.07 | 4.70 | cytochrome P450 71B15 (PAD3)                               |

|                     |           |           |      |      |                                                                            |
|---------------------|-----------|-----------|------|------|----------------------------------------------------------------------------|
| AT3G28580           | AT3G28580 | AT3G28580 | 3.09 | 3.96 | AAA-type ATPase family protein                                             |
| AT3G47780           | AT3G47780 | ATH6      | 1.30 | 1.88 | ABC transporter A family member 7 (ATH6)                                   |
| AT3G48850           | AT3G48850 | PHT3;2    | 3.25 | 3.89 | phosphate transporter 3;2 (PHT3;2)                                         |
| AT3G49210           | AT3G49210 | AT3G49210 | 1.12 | 1.02 | O-acyltransferase (WSD1-like) family protein                               |
| AT3G50930           | AT3G50930 | BCS1      | 2.00 | 3.93 | cytochrome BC1 synthesis (BCS1)                                            |
| AT3G54150           | AT3G54150 | AT3G54150 | 1.77 | 2.51 | S-adenosyl-L-methionine-dependent methyltransferase-like protein           |
| AT3G63380           | AT3G63380 | AT3G63380 | 1.30 | 4.32 | Ca <sup>2+</sup> -transporting ATPase                                      |
| AT4G01870           | AT4G01870 | AT4G01870 | 1.47 | 3.78 | tolB-related protein                                                       |
| AT4G03320           | AT4G03320 | tic20-IV  | 1.91 | 2.98 | translocon at the inner envelope membrane of chloroplasts 20-IV (tic20-IV) |
| AT4G04220           | AT4G04220 | RLP46     | 1.49 | 1.13 | receptor like protein 46 (RLP46)                                           |
| AT4G04490           | AT4G04490 | CRK36     | 3.63 | 3.15 | cysteine-rich receptor-like protein kinase 36 (CRK36)                      |
| AT4G04500           | AT4G04500 | CRK37     | 2.75 | 1.59 | cysteine-rich receptor-like protein kinase 37 (CRK37)                      |
| AT4G21390           | AT4G21390 | B120      | 1.26 | 2.52 | S-locus lectin protein kinase-like protein (B120)                          |
| AT4G21400           | AT4G21400 | CRK28     | 1.11 | 1.46 | cysteine-rich receptor-like protein kinase 28 (CRK28)                      |
| AT4G22980           | AT4G22980 | AT4G22980 | 1.21 | 2.01 | uncharacterized protein (AT4G22980)                                        |
| AT4G23190           | AT4G23190 | CRK11     | 1.72 | 2.33 | cysteine-rich receptor-like protein kinase 11 (CRK11)                      |
| AT4G23700           | AT4G23700 | CHX17     | 1.54 | 3.01 | cation/H(+) antiporter 17 (CHX17)                                          |
| AT4G23810           | AT4G23810 | WRKY53    | 1.38 | 1.39 | putative WRKY transcription factor 53 (WRKY53)                             |
| AT4G28460           | AT4G28460 | AT4G28460 | 1.72 | 3.04 | uncharacterized protein (AT4G28460)                                        |
| AT4G33050           | AT4G33050 | EDA39     | 1.46 | 1.89 | calmodulin-binding protein (EDA39)                                         |
| AT4G34131;AT4G34135 | AT4G34131 | UGT73B3   | 2.09 | 3.23 | UDP-glucosyl transferase 73B3 (UGT73B3)                                    |
| AT4G34131;AT4G34135 | AT4G34135 | UGT73B2   | 1.49 | 3.23 | UDP-glucosyltransferase 73B2 (UGT73B2)                                     |
| AT4G37370           | AT4G37370 | CYP81D8   | 1.44 | 4.38 | cytochrome P450, family 81, subfamily D, polypeptide 8 (CYP81D8)           |
| AT4G38540           | AT4G38540 | AT4G38540 | 1.98 | 3.00 | FAD/NAD(P)-binding oxidoreductase family protein                           |
| AT4G38560           | AT4G38560 | AT4G38560 | 2.62 | 1.86 | phospholipase like protein (PEARLI 4)                                      |
| AT5G01550           | AT5G01550 | LECRKA4.2 | 2.34 | 2.25 | Lectin-domain containing receptor kinase A4.2 (LECRKA4.2)                  |
| AT5G14730           | AT5G14730 | AT5G14730 | 1.13 | 3.72 | uncharacterized protein                                                    |
| AT5G18270           | AT5G18270 | ANAC087   | 2.59 | 2.20 | NAC domain containing protein 87                                           |
| AT5G18470           | AT5G18470 | AT5G18470 | 3.45 | 1.97 | curculin-like (mannose-binding) lectin family protein                      |
| AT5G22530           | AT5G22530 | AT5G22530 | 1.46 | 1.97 | uncharacterized protein (AT5G22530)                                        |
| AT5G25260;AT5G25250 | AT5G25250 | AT5G25250 | 2.72 | 2.66 | Flotillin-like protein 1 (AT5G25250)                                       |

|                     |           |           |      |      |                                                                     |
|---------------------|-----------|-----------|------|------|---------------------------------------------------------------------|
| AT5G25260;AT5G25250 | AT5G25260 | AT5G25260 | 2.03 | 2.66 | Flotillin-like protein 2 (AT5G25260)                                |
| AT5G25930           | AT5G25930 | AT5G25930 | 2.10 | 2.26 | Protein kinase family protein with leucine-rich repeat domain       |
| AT5G26340           | AT5G26340 | MSS1      | 1.66 | 1.75 | sugar transport protein 13 (MSS1)                                   |
| AT5G26920           | AT5G26920 | CBP60G    | 2.29 | 1.82 | Cam-binding protein 60-like G (CBP60G)                              |
| AT5G40690           | AT5G40690 | AT5G40690 | 1.30 | 3.36 | uncharacterized protein (AT5G40690)                                 |
| AT5G41750;AT5G41740 | AT5G41740 | AT5G41740 | 1.24 | 1.49 | disease resistance like protein, complete cds, clone: RAFL09-48-J22 |
| AT5G41750;AT5G41740 | AT5G41750 | AT5G41750 | 1.90 | 1.49 | TIR-NBS-LRR class disease resistance protein                        |
| AT5G42050           | AT5G42050 | AT5G42050 | 1.34 | 1.27 | DCD (Development and Cell Death) domain protein                     |
| AT5G47220           | AT5G47220 | ERF2      | 1.07 | 2.15 | ethylene-responsive transcription factor 2 (ERF2)                   |
| AT5G62480           | AT5G62480 | GSTU9     | 1.47 | 5.78 | glutathione S-transferase tau 9 (GSTU9)                             |
| AT5G66640           | AT5G66640 | DAR3      | 1.41 | 3.00 | protein DA1-related 3 (DAR3)                                        |
| AT5G67340           | AT5G67340 | AT5G67340 | 2.17 | 1.63 | U-box domain-containing protein 2                                   |

**Table S4** Genes mis-regulated in *fdC2-8* belonging to the category "response to oxidative stress". Genes are listed that are upregulated both after CuO nanoparticle exposure (to roots) and in the *fdC2-8* line (aerial plant organs). 16/47 genes upregulated in the CuO study are also regulated in the *fdC2-8* line.

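The genes of Table S4 were selected from roots in the other study and from aerial parts here, so that the table compares different organs as well as different treatments. Besides PCR2, the largest log2 fold changes were those of AT1G19020 (2.80) and BCB (2.77), and STZ (1.12) and AT4G20830 (1.09) were the smallest above a fold change of 2.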

| Gene ID          | Gene Symbol              | Log2( <i>fdC2-8</i> /WT) | Fold change after CuO exposure | Description                                                                                                                                                                          |
|------------------|--------------------------|--------------------------|--------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| AT1G13340        | AT1G13340                | 2.37                     | 19.71                          | ref Arabidopsis thaliana Regulator of Vps4 activity in the MVB pathway protein (AT1G13340) mRNA, complete cds [NM_101205]                                                            |
| AT1G14870        | PCR2                     | 2.86                     | 4.24                           | ref Arabidopsis thaliana cadmium resistance protein 2 (PCR2) mRNA, complete cds [NM_101356]                                                                                          |
| AT1G16420        | MC8                      | 2.41                     | 6.32                           | ref Arabidopsis thaliana metacaspase 8 (MC8) mRNA, complete cds [NM_101508]                                                                                                          |
| AT1G19020        | AT1G19020                | 2.74                     | 45.22                          | ref Arabidopsis thaliana uncharacterized protein (AT1G19020) mRNA, complete cds [NM_101759]                                                                                          |
| AT1G27730        | STZ                      | 1.10                     | 18.56                          | ref Arabidopsis thaliana zinc finger protein STZ/ZAT10 (STZ) mRNA, complete cds [NM_102538]                                                                                          |
| AT1G72060        | AT1G72060                | 1.36                     | 12.36                          | ref Arabidopsis thaliana serine-type endopeptidase inhibitor (AT1G72060) mRNA, complete cds [NM_105864]                                                                              |
| <b>AT1G78410</b> | <b>AT1G78410</b>         | <b>2.09</b>              | <b>54.04</b>                   | <b>ref Arabidopsis thaliana VQ motif-containing protein (AT1G78410) mRNA, complete cds [NM_106488]</b>                                                                               |
| <b>AT1G78410</b> | <b>AT1G78410</b>         | <b>1.03</b>              | <b>54.04</b>                   | <b>gb Arabidopsis thaliana Full-length cDNA Complete sequence from clone GSLTPGH3ZB09 of Hormone Treated Callus of strain col-0 of Arabidopsis thaliana (thale cress) [BX816295]</b> |
| AT3G49110        | PRXCA                    | 1.32                     | 15.61                          | ref Arabidopsis thaliana peroxidase 33 (PRXCA) mRNA, complete cds [NM_114770]                                                                                                        |
| <b>AT4G12720</b> | <b>NUDT7</b>             | <b>1.10</b>              | <b>4.9</b>                     | <b>ref Arabidopsis thaliana nudix hydrolase 7 (NUDT7) mRNA, complete cds [NM_001203778]</b>                                                                                          |
| <b>AT4G12720</b> | <b>NUDT7</b>             | <b>1.03</b>              | <b>4.9</b>                     | <b>ref Arabidopsis thaliana nudix hydrolase 7 (NUDT7) mRNA, complete cds [NM_179036]</b>                                                                                             |
| AT4G20830        | AT4G20830                | 1.15                     | 8.53                           | ref Arabidopsis thaliana Reticuline oxidase-like protein (AT4G20830) mRNA, complete cds [NM_202851]                                                                                  |
| <b>AT4G21830</b> | <b>MSRB7</b>             | <b>1.68</b>              | <b>3.51</b>                    | <b>ref Arabidopsis thaliana peptide methionine sulfoxide reductase B7 (MSRB7) mRNA, complete cds [NM_118303]</b>                                                                     |
| <b>AT4G21830</b> | <b>MSRB7</b>             | <b>1.58</b>              | <b>3.51</b>                    | <b>gb 08K22 Arabidopsis Leaf Senescence Library Arabidopsis thaliana cDNA 3', mRNA sequence [CD530941]</b>                                                                           |
| AT4G23190        | CRK11                    | 1.72                     | 26.04                          | ref Arabidopsis thaliana cysteine-rich receptor-like protein kinase 11 (CRK11) mRNA, complete cds [NM_118448]                                                                        |
| AT5G06730        | AT5G06730                | 1.83                     | 4.99                           | ref Arabidopsis thaliana peroxidase 54 (AT5G06730) mRNA, complete cds [NM_120756]                                                                                                    |
| <b>AT5G20230</b> | <b>BCB</b>               | <b>2.82</b>              | <b>90.33</b>                   | <b>ref Arabidopsis thaliana blue copper protein (BCB) mRNA, complete cds [NM_122030]</b>                                                                                             |
| <b>AT5G20230</b> | <b>ATBCB, BCB, SAG14</b> | <b>2.79</b>              | <b>90.33</b>                   | <b>blue-copper-binding protein</b>                                                                                                                                                   |
| AT5G59820        | RHL41                    | 2.51                     | 20.44                          | ref Arabidopsis thaliana C2H2-type zinc finger protein (RHL41) mRNA, complete cds [NM_125374]                                                                                        |
| AT5G64120        | AT5G64120                | 2.20                     | 5.5                            | ref Arabidopsis thaliana peroxidase 71 (AT5G64120) mRNA, complete cds [NM_125808]                                                                                                    |

**Table S5.** Genes mis-regulated in both the *nramp3 nramp4* mutant -which is unable to mobilize Fe stores and exhibits Fe deficiency responses – and in the *fdC2-8* line. Expression from *nramp3 nramp4* was generated by with RNAseq on 3-day-old plants. Only 17/117 genes were mis-regulated in both genetic backgrounds and from them, only 4/17 were regulated in the same manner

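The values for *nramp3 nramp4* in Table S5 thus come from sequencing of seedlings and those for *fdC2-8* from arrays of 4-week-old plants. The genes for anthocyanin synthesis in the table were higher in *fdC2-8*, with log2 fold changes of 2.39 for UF3GT, 1.81 for DFR, 1.74 for AT5MAT, 1.35 for LDOX and 1.22 for GSTF12.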

| Gene ID   | Gene Symbol | Log2( <i>fdC2-8</i> /WT) | Log2( <i>nramp3 nramp4</i> /WT) | Description                                                     |
|-----------|-------------|--------------------------|---------------------------------|-----------------------------------------------------------------|
| AT2G41240 | BHLH100     | -3.2                     | 7.2                             | Basic helix-loop-helix protein 100                              |
| AT3G56970 | BHLH038     | -2.2                     | 6.7                             | Basic helix-loop-helix (bHLH) DNA-binding superfamily protein   |
| AT3G56980 | BHLH039     | -1.6                     | 6                               | Basic helix-loop-helix (bHLH) DNA-binding superfamily protein   |
| AT5G04150 | BHLH101     | -1.6                     | 5.4                             | Basic helix-loop-helix (bHLH) DNA-binding superfamily protein   |
| AT2G27402 | AT2G27402   | -1.0                     | -3.6                            | Plastid transcriptionally active protein                        |
| AT5G17220 | GSTF12      | 1.1                      | -2.6                            | Glutathione S-transferase phi 12                                |
| AT4G22880 | LDOX        | 1.2                      | -2.6                            | Leucoanthocyanidin dioxygenase                                  |
| AT3G29590 | AT5MAT      | 1.3                      | -3.4                            | Malonyl-CoA:anthocyanidin 5-O-glucoside-6"-O-malonyltransferase |
| AT3G44970 | AT3G44970   | 1.4                      | -2.9                            | Cytochrome P450 superfamily protein                             |
| AT4G37370 | CYP81D8     | 1.4                      | 2.7                             | Cytochrome p450, family 81, subfamily d, polypeptide 8          |
| AT5G42800 | DFR         | 1.6                      | -2.7                            | Dihydroflavonol 4-reductase                                     |
| AT1G53490 | AT1G53490   | 1.6                      | -2.9                            | RING/U-box superfamily protein                                  |
| AT5G54060 | UF3GT       | 1.6                      | -2.8                            | UDP-glucose:flavonoid 3-o-glucosyltransferase                   |
| AT2G41730 | AT2G41730   | 1.9                      | 3.4                             | Calcium-binding site protein                                    |
| AT5G02490 | AT5G02490   | 2.6                      | -2.3                            | Heat shock protein 70 (Hsp 70) family protein                   |
| AT5G20230 | BCB         | 2.8                      | 3.8                             | Blue-copper-binding protein                                     |
| AT1G53480 | MRD1        | 5.5                      | -8.2                            | mto 1 responding down 1                                         |

**Supplemental Table S6. Transcriptional changes in common with Gun de-repression.**

Genes with disrupted expression in *fdC2-8* vs wt, that are also de-repressed in *gun1* or *gun5* mutants on treatment with norflurazone (Koussevitsky et al., 2007). 

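The table separates genes derepressed in both mutants from those derepressed in 1 of them. FdC2, the target of the RNAi construct, stands among the former. Genes such as AT4G12490, LCR78 and BHLH039 appear both here and among the strongly changed genes or in other tables, so that the lists of the supplement are not independent of each other.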

Genes with a difference of expression larger than 2 fold in *gun1-9* vs wt or *gun5* vs wt after treatment with norflurazone (depressed) were compared with those showing a greater than 2 fold expression change in the *fdC2* line vs wt. Mis-regulated genes in common are shown

**Over 2-fold mis-regulated transcript abundance in *fdC2-8* and derepressed in both *gun1-9* and *gun5***

| Gene ID   | Gene Symbol | log <sup>2</sup> change <i>fdC2-8</i> vs wt | Description                                                      |  |  |
|-----------|-------------|---------------------------------------------|------------------------------------------------------------------|--|--|
| AT1G32550 | FdC2        | -3.6                                        | FdC2                                                             |  |  |
| AT2G27420 |             | -1.6                                        | cysteine proteinase-like protein                                 |  |  |
| AT1G35140 | EXL1        | -1.3                                        | exordium like 1 (EXL1)                                           |  |  |
| AT5G55570 |             | -1.2                                        | uncharacterized protein (AT5G55570)                              |  |  |
| AT5G58770 | AtcPT4      | -1.2                                        | dehydrodolichyl diphosphate synthase 2                           |  |  |
| AT4G26530 | AtFBA5      | -1.0                                        | fructose-bisphosphate aldolase, class I                          |  |  |
| AT4G25780 |             | -1.0                                        | putative pathogenesis-related protein                            |  |  |
| AT2G20560 |             | 1.0                                         | DNAJ heat shock protein-like protein                             |  |  |
| AT5G24210 |             | 1.1                                         | lipase class 3 family protein                                    |  |  |
| AT5G48570 | ATFKBP65    | 1.2                                         | peptidylprolyl isomerase (ROF2)                                  |  |  |
| AT2G30140 | UGT87A2     | 1.3                                         | UDP-glucuronosyl/UDP-glucosyl transferase-like protein           |  |  |
| AT4G01870 |             | 1.5                                         | tolB-related protein                                             |  |  |
| AT3G14620 | CYP72A8     | 1.6                                         | cytochrome P450, family 72, subfamily A, polypeptide 8 (CYP72A8) |  |  |
| AT1G66920 |             | 1.8                                         | protein kinase-like protein                                      |  |  |
| AT5G17760 | AT5G17760   | 1.9                                         | AAA-type ATPase family protein                                   |  |  |
| AT1G02850 | BGLU11      | 2.3                                         | beta glucosidase 11 (BGLU11)                                     |  |  |
| AT1G19610 | LCR78       | 4.3                                         | defensin-like protein 19 (PDF1.4)                                |  |  |
|           |             |                                             |                                                                  |  |  |

**Over 2-fold mis-regulated transcript abundance in *fdC2-8* and derepressed in *gun1-9***

|           |          |      |                                                        |  |  |
|-----------|----------|------|--------------------------------------------------------|--|--|
| AT5G58310 | ATMES18  | -1.9 | methyl esterase 18 (MES18)                             |  |  |
| AT1G78450 |          | -1.5 | SOUL heme-binding-like protein                         |  |  |
| AT5G50335 |          | -1.3 | uncharacterized protein                                |  |  |
| AT5G05860 | UGT76C2  | -1.1 | cytokinin-N-glucosyltransferase 2 (UGT76C2)            |  |  |
| AT1G75750 | GASA1    | -1.1 | Gibberellic acid responsive snaking family protein     |  |  |
| AT4G17070 |          | 1.0  | peptidyl-prolyl cis-trans isomerase                    |  |  |
| AT1G74710 | ATICS1   | 1.0  | Isochorismate synthase 1 (EDS16)                       |  |  |
| AT1G31280 | AGO2     | 1.1  | Argonaute family protein (AGO2)                        |  |  |
| AT5G14730 |          | 1.1  | uncharacterized protein                                |  |  |
| AT1G13990 |          | 1.2  | uncharacterized protein                                |  |  |
| AT1G76600 |          | 1.2  | uncharacterized protein                                |  |  |
| AT3G53230 | AtCDC48B | 1.2  | cell division control protein 48-D                     |  |  |
| AT3G13380 | BRL3     | 1.3  | receptor-like protein kinase BRI1-like 3 (BRL3)        |  |  |
| AT2G29500 |          | 1.3  | HSP20 family protein                                   |  |  |
| AT5G09570 |          | 1.4  | Cox19-like CHCH family protein                         |  |  |
| AT1G09480 |          | 1.5  | Rossmann-fold NAD(P)-binding domain-containing protein |  |  |
| AT1G14780 |          | 1.5  | MAC/Perforin domain-containing protein                 |  |  |

|                                                                                                       |           |      |                                                                                    |  |  |
|-------------------------------------------------------------------------------------------------------|-----------|------|------------------------------------------------------------------------------------|--|--|
| AT1G16510                                                                                             | SAUR41    | 1.6  | SAUR-like auxin-responsive protein                                                 |  |  |
| AT3G46230                                                                                             | ATHSP17.4 | 1.7  | heat shock protein 17.4 (HSP17.4)                                                  |  |  |
| AT5G10695                                                                                             |           | 1.8  | uncharacterized protein                                                            |  |  |
| AT2G41730                                                                                             | HRG1      | 1.9  | Expression upregulated by boron                                                    |  |  |
| AT2G26150                                                                                             | ATHSFA2   | 2.0  | heat stress transcription factor A-2 (HSFA2)                                       |  |  |
| AT5G52640                                                                                             | ATHS83    | 2.0  | heat shock protein 81-1 (HSP90.1)                                                  |  |  |
| AT5G64510                                                                                             | TIN1      | 2.2  | uncharacterized protein (AT5G64510)                                                |  |  |
| AT1G17170                                                                                             | ATGSTU24  | 2.5  | glutathione S-transferase TAU 24 (GSTU24)                                          |  |  |
| AT5G59820                                                                                             | AtZAT12   | 2.5  | C2H2-type zinc finger protein (RHL41)                                              |  |  |
| AT5G02490                                                                                             | AtHsp70-2 | 2.6  | heat shock protein 70                                                              |  |  |
| AT2G32210                                                                                             |           | 3.2  | uncharacterized protein                                                            |  |  |
| AT2G32190                                                                                             |           | 3.5  | uncharacterized protein                                                            |  |  |
| AT2G29460                                                                                             | ATGSTU4   | 3.8  | glutathione S-transferase (GSTU4)                                                  |  |  |
| AT3G28210                                                                                             | PMZ       | 4.0  | zinc finger AN1 domain-containing stress-associated protein 12 (PMZ)               |  |  |
| AT4G12490                                                                                             |           | 5.1  | bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin-like protein |  |  |
|                                                                                                       |           |      |                                                                                    |  |  |
| <b>Over 2-fold mis-regulated transcript abundance in <i>fdC2-8</i> and derepressed in <i>gun5</i></b> |           |      |                                                                                    |  |  |
| AT3G56980                                                                                             | BHLH039   | -1.6 | transcription factor ORG3 (BHLH039)                                                |  |  |
| AT5G04150                                                                                             | BHLH101   | -1.6 | transcription factor bHLH101 (BHLH101)                                             |  |  |
| AT5G24380                                                                                             | ATYSL2    | -1.2 | metal-nicotianamine transporter YSL2 (YSL2)                                        |  |  |
| AT1G70985                                                                                             |           | -1.1 | hydroxyproline-rich glycoprotein family protein                                    |  |  |
| AT5G19240                                                                                             |           | 1.2  | GPI-anchored glycoprotein membrane precursor                                       |  |  |
| AT2G24600                                                                                             |           | 1.4  | ankyrin repeat-containing protein                                                  |  |  |
| AT2G29720                                                                                             | CTF2B     | 1.8  | CTF2B like oxidoreductase (CTF2B)                                                  |  |  |
| AT5G10380                                                                                             | ATRING1   | 1.9  | E3 ubiquitin-protein ligase RING1 (RING1)                                          |  |  |
| AT1G16420                                                                                             | ATMC8     | 2.4  | metacaspase 8 (MC8)                                                                |  |  |
|                                                                                                       |           |      |                                                                                    |  |  |

**Table S7. Primers used for qPCR and polysome analysis**

| Gene                              | Left primer (5' to 3')  | Right primer (5' to 3') |
|-----------------------------------|-------------------------|-------------------------|
| Primers used in qrt-pcr           |                         |                         |
| <i>AT1G32550 - fdC2</i>           | GGTTTCCCCACATCTGACCT    | TCCCATGGCGAGTTCAAGAG    |
| <i>ATCG00020 – psbA</i>           | GCTATACAACGGCGGTCCTT    | CAACAGCAATCCAAGGACGC    |
| <i>ATCG00680 - psbB</i>           | ATTCTTGGGGCGGTTGGAAT    | CCCAATGCCAAATAGCTGCC    |
| <i>ATCG01060 – psaC</i>           | GAGCATGCCCTACAGACGTA    | TGGACAGGCGGATTACATC     |
| <i>AT1G29910 - LhcB1.2</i>        | GGCTACAGAGTCGCAGGAAA    | TCCTTCACCTTCAACTCCGC    |
| <i>AT3G54890 – LhcA1</i>          | AAGAGATCAAGAACGGGCGG    | GTTGTTGTGCCATGGATCCG    |
| <i>ATCG00490 – rbcL</i>           | TACCTGGTGTCTGCCTGTG     | CAAGGGTGGCCTAAAGTTCCT   |
| <i>AT3G56970 – Bhlh038</i>        | AAGTACATACCAGAGCTGCAACA | CGCCTTTGGTTGCTGCTTAT    |
| <i>AT3G56980 – Bhlh039</i>        | GGCCATCAACGGGAGAGTAC    | TGATGTTGAGTCACCGCTGT    |
| <i>AT2G41240 – Bhlh100</i>        | CGGACTTGACGGTGACTCAT    | TGATCTTCTTGCGACGCTCA    |
| <i>AT5G04150 – Bhlh101</i>        | TGCTGTCCAGATTGCTACGT    | TGTAGAAGATCCTTGCGGTGG   |
| <i>AT3G18780 - Actin-2</i>        | CTCTCCTTGTACGCCAGTGG    | GTCAAGACGGAGGATGGCAT    |
| Primers used in polysome analysis |                         |                         |
| <i>LhcA4</i>                      | TCCTCTCAAACCAATCTCCT    | GCAACCATTCTCCTTTCTTA    |
| <i>LhcB1.2</i>                    | CGAGACATTCGCAAGGAAC     | GCTTGAACGAAGAATCCAAAC   |
| <i>psaA</i>                       | TATTTGCTCGTAGCTCGCGT    | TAGGCTGAGTAGCAGGAGCA    |
| <i>psbA</i>                       | AAGCGAAAGCCTATGGGGTC    | AATGTTGTGCTCAGCCTGGA    |

# Supplementary material for: Ferredoxin C2 is required for chlorophyll biosynthesis and accumulation of photosynthetic antennae in Arabidopsis
**Source:** Plant Cell Environ. 2023 Jul 10;46(11):3287–304. doi: 10.1111/pce.14667
**Supplement:** Supplementary file 3 — Supporting information.

## Slide 1
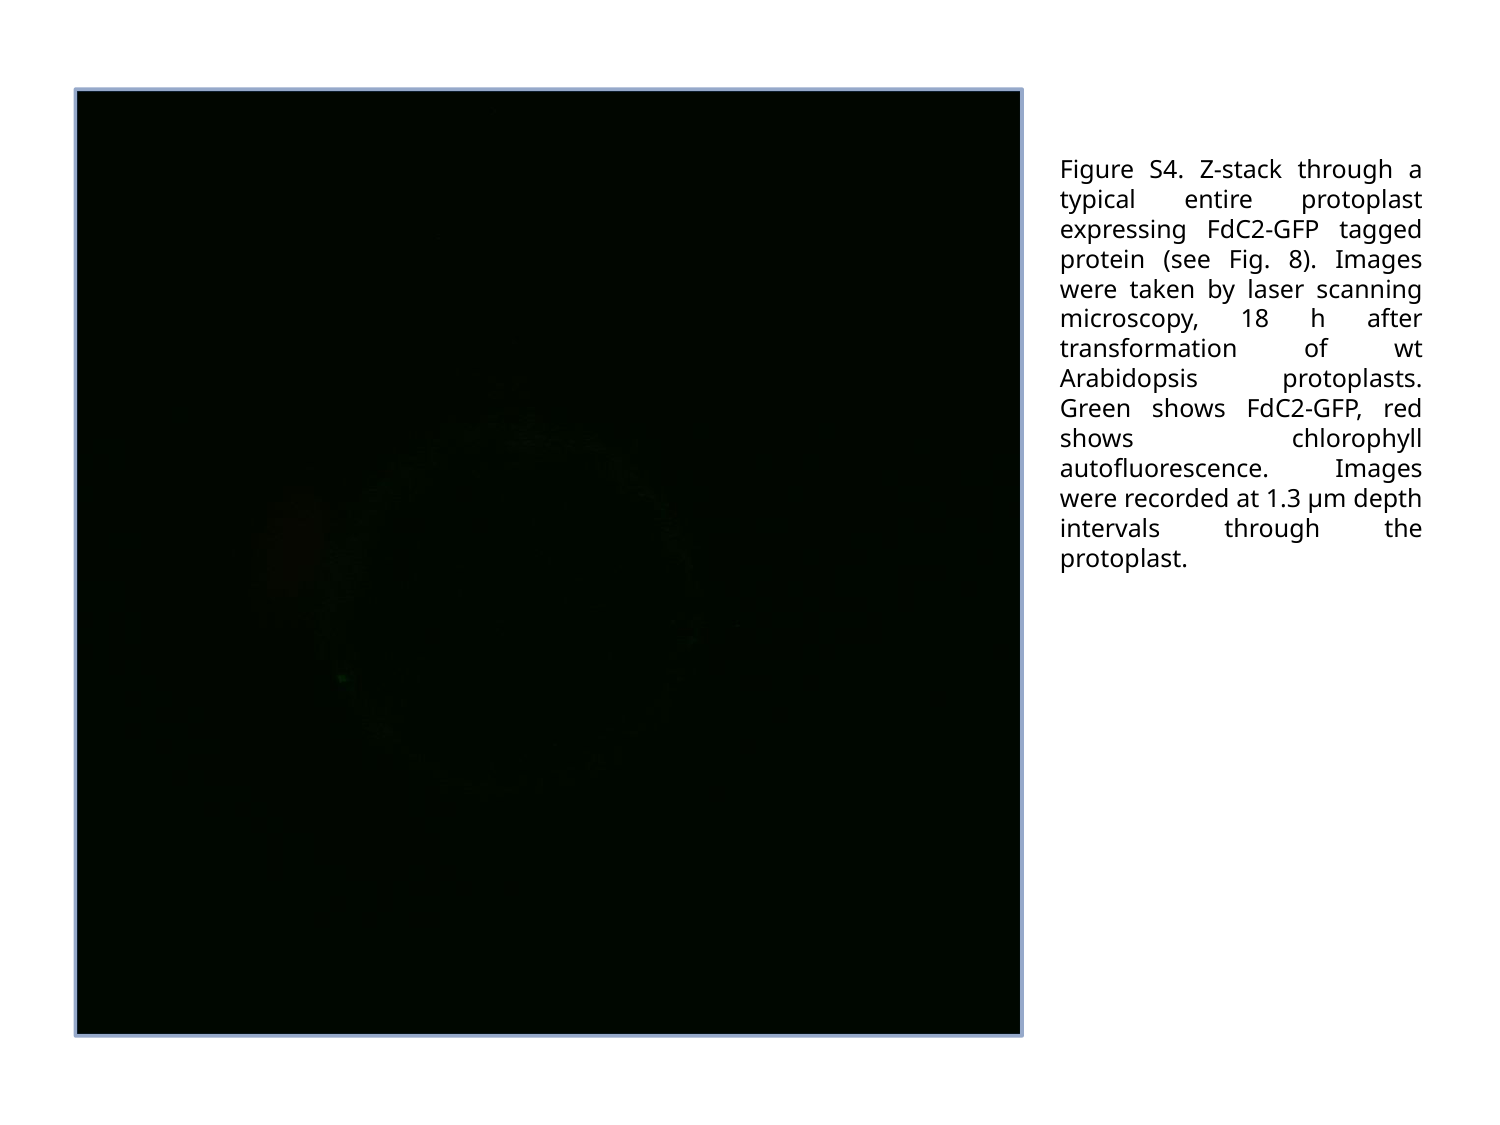

Figure S4. Z-stack through a typical entire protoplast expressing FdC2-GFP tagged protein (see Fig. 8). Images were taken by laser scanning microscopy, 18 h after transformation of wt Arabidopsis protoplasts. Green shows FdC2-GFP, red shows chlorophyll autofluorescence. Images were recorded at 1.3 µm depth intervals through the protoplast.

How the deposited data were processed for this re-analysis (not part of the article)

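RNA abundance was measured on a custom Agilent one-colour microarray in the aerial parts of 4-week-old *Arabidopsis* plants: 6 wt individuals, 6 *fdC2-8* individuals and 4 individuals of another FdC2 RNAi line, called line 1 here. The deposited labels and the legend of Fig. 2 speak of individuals, while the methods describe a harvest of several seedlings for extraction, so that it is open whether an array holds 1 plant or several. Samples were named by their titles. Another label numbers the line of *fdC2-8* individuals 2 to 6 differently, and a line inside the authors' table names the column of wt individual 4 as wt 3 while it names those of *fdC2-8* as the titles do, so that the individuals' numbers rest on the titles. Total RNA had been extracted with a column kit and labelled with Cy3. The arrays lie on 2 slides, and individuals of all 3 groups lie on each slide.

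Per the file headers, the scanner files hold intensities of 62795 spots per array from Agilent Feature Extraction, of which 1319 are control spots, with background correction switched off, spatial and multiplicative detrending switched on, and no normalization between arrays. The processed signal in these files is a linear intensity as deposited. The authors also deposited a normalized table in linear intensities for 40223 transcript names, without stating in the paper's text how it was made. Recomputation from the scanner files shows that it holds the mean of the processed signal over all gene spots of a name followed by quantile normalization over the 16 arrays. Array probe positions refer to TAIR10. The reference table used for names and neighbours of genes comes from TAIR10.1, and no position was taken from it.

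The processed signal of each spot was transformed to log2, and the 75th percentile of the gene spots on the same array was subtracted. Spots that the scanner software marks as non-uniform or as population outliers were left out (0.138 to 0.286% of the gene spots per array), no spot was saturated, and the remaining spots of a probe were averaged. Of the 50773 probes, 49039 were spotted once and 1734 more than once. A probe was assigned to a locus by the RefSeq transcript in its name (34478 probes), by a locus in its name (3117), by a plastid gene tag (504) or by its symbol (911). The other 11763 probes were kept under the transcript name that the files give, and 3522 of the genes tested in *fdC2-8* against wt carry such a name. Plastid-encoded genes were taken from the plastid gene tags of the files, since the files do not use the locus identifiers of the plastid genome. Of the 37398 loci and names, 8321 had more than 1 probe, and the probe with the highest mean log2 signal over all 16 arrays stood for the gene. In the comparison of *fdC2-8* with wt a gene was tested when this probe was well above background on at least 5 of the 11 arrays (21626 genes), in that of line 1 with wt on at least 4 of 10 (21349 genes), and in the fit of all 3 groups on at least 4 of 15 (22511 genes). Signal over background sets what can be measured on these arrays, and their number limits the precision.

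Groups were compared with limma (version 3.58.1, R 4.3.3), by a linear model with moderated statistics for each gene, two-sided, with Benjamini-Hochberg adjustment over all genes tested. Files were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The *fdC2-8* individuals were those of the paper (individuals 1, 2, 4, 5 and 6), and all 6 were compared beside them. The difference between *fdC2-8* and line 1 was tested in a fit of all 3 groups. A gene was called at a fold change of at least 2 and an adjusted p of at most 0.05, and genes at the same fold change with an unadjusted p of at most 0.05 were counted beside them, as in the methods. For a gene with a probe not well above background on any array of 1 group, a bound of the fold was computed.

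Gene lists were tested as sets with camera (preset correlation between genes of 0.01), fry, and camera with an estimated correlation, leaving out 9 genes with a missing value. The lists were plastid-encoded, nuclear photosynthetic, antenna and tetrapyrrole synthesis genes, the BHLH Ib genes, genes of the iron deficiency response, iron storage, FeSOD and ferredoxin genes, genes of salicylic acid defence, jasmonate, anthocyanin synthesis, heat shock and singlet oxygen, the WRKY, bHLH, Aux/IAA and ARR families, and the genes of Tables S3 to S6. The families were taken from symbols and descriptions in the files, which place 3 tested genes with a bZIP symbol in the bHLH list, and MapMan bins were not used. Clock genes were listed after the arrays had been compared. The genes named in the text are those that the paper names and that have a probe, and the 5 largest rises and the 5 largest falls among called genes whose 5 *fdC2-8* arrays all lie on one side of the 6 wt arrays. Members named within a list, and the genes called in line 1, were chosen after their values were seen.

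The alternatives were all 6 *fdC2-8* individuals, all 3 groups in 1 fit, normexp background correction with an offset of 50, quantile normalization, the authors' normalized table, no filter on signal, a filter that requires a probe to be well above background on every array, the slide as a block, the individual's number as a block, the mean over the probes of a gene, a trend of the variance with intensity, an equal-variance t-test on the authors' linear values (inferred from its match with Table S1, since the methods name no test, and called the inferred t-test), and each replicate left out in turn. For the genes of the quantitative PCR, values relative to ACT2 on the same array were added after the values were seen. To learn whether the individuals' numbers pair the samples, deviations from the group means were correlated between groups. In *fdC2-8* against wt every same-numbered pair exceeded a correlation of 0.1, and the numbers were treated as pairs when the arrays were regrouped. The comparison of groups was repeated on regrouped arrays, over all 32 regroupings that part every pair of *fdC2-8* and wt, and over 100 random regroupings for the other comparisons. The pipeline was tested on simulated data, drawn with each gene's measured mean and spread, in which 200 genes were shifted by 1.5 on the log2 scale: 194 were recovered in the design of *fdC2-8* against wt with 2 false calls, 183 in that of line 1 against wt with 1 false call, and 184 in that of the difference between the lines with 1 false call.

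The quantitative PCR, blot, pigment, iron and physiological measurements of the paper were not analysed here. Table S1 was read in a copy that holds 659 of its values. The light and age of the plants are those stated in the paper and the labels.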

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

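The tests of wt RNA in individual 3, of a weaker knock-down and of mislabelled samples, those of the scaling and those on MRD1 were chosen only after the results were seen. In a comparison of each sample with the others of its group, 12 of 146 groups held a sample far from the rest, where chance gives about 1 in 20, or 7.3 groups. Log2 signals relative to the array's 75th percentile are given for them. In wt they were FER1 in individual 1 (3.65, the others 0.76 to 1.64), FSD2 in individual 5 (-0.023, the others -0.45 to -0.32) and PDF1.4 in individual 6 (-2.83, the others -4.66 to -4.08). In line 1 they were ACT2 in individual 1 (5.46, the others 5.20 to 5.21), FSD2 in individual 2 (-0.23, the others -0.04 to -0.00) and UGT76B1 in individual 2 (-3.37, the others -6.56 to -6.06). The median log2 difference from the wt mean was far in 3 lists of line 1: -0.061 in individual 3 for the nuclear photosynthetic genes (the others 0.06 to 0.07), 0.34 in individual 2 for the salicylic acid defence genes (the others -1.11 to -1.05) and 1.26 in individual 3 for the anthocyanin genes (the others 0.77 to 0.85). The design gives no condition that separates individuals of a group, so that no biological explanation was tested, and the number of such samples is near that of chance.

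The remaining 3 far samples were all individual 3 of *fdC2-8*, the array that the paper did not use: BHLH100 (-3.68, the others -6.16 to -5.67), FER1 (1.14, the others 1.52 to 1.64) and FSD1 (2.54, the others 3.37 to 3.61). Its FdC2 level of -0.90 lay above those of the other individuals of its line. Across the genes called without it, its change was 0.621 times that of the other individuals, against 0.792 to 1.30 for each of them. Admixed wt RNA in this share would have brought its FdC2 level to 1.13, far from the measured -0.90, and the level lay outside the range of the line 1 arrays as well (0.47 to 1.12). The other individuals of its slide showed a mean share of 1.14 (0.98 to 1.30), and those of the other slide 1.03 (0.792 to 1.25), so that the tables argue against the slide too. What stays open is a plant that responded less or was sampled in another state, which the design does not separate. A plant of another line stays open too, but the labels are no evidence for it. The label that numbers the line differently from the title does so for individuals 2 to 6, not for this array alone. The paper reports a severe fall of FdC2 in no other stable line, and it gives no reason for leaving the array out.

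Line 1 is not reported in the paper. Of 21349 genes tested against wt, limma called 9 (5 higher, 4 lower), with 24 past the adjusted p at any fold change and 177 at a fold change of 2 with an unadjusted p. FdC2 fell by 1.50 on the log2 scale (adjusted p = 0.0023), lower in 4 of 4 arrays, with a level of 0.85 ± 0.32 (SD, n = 4). MRD1 was at least 31.5-fold higher. The log2 fold changes of the others were -1.01 for HO3, -1.29 for AT2G34655, 1.13 for PYK10, 2.27 for LBD26, 1.00 for AT3G44970 and 1.22 for SAG29, and TC377111, not well above background on any line 1 array, was at least 1.18-fold lower. In *fdC2-8* 7 of the 9 were called, 6 of them in the same direction. SAG29 was called lower there (-1.66), HO3 was higher by less than a fold change of 2 (0.75), and LBD26 was not tested. Among 100 of the 210 regroupings of these arrays, 2 gave a count as large, the real one included. The other one gave 216, far more than the real grouping, so that the count alone does not exclude chance. The count depends on individual 2: without it 81 genes were called, and without individual 3 only 2, FdC2 and MRD1.

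The test of the difference between *fdC2-8* and line 1 called 1285 of 22511 genes, and of 100 of the 126 regroupings of these arrays the real one alone, 1 of 100, gave a count as large, so that chance can be excluded. FdC2 itself was lower in *fdC2-8* than in line 1 (-2.11). Among the genes named in the text, the difference on the log2 scale, *fdC2-8* minus line 1, was -1.51 for BHLH038, -1.4 for BHLH039, 1.45 for GLP5, 5.44 for AT4G12490, 4.59 for UGT76B1, 5.09 for PDF1.4, 5.83 for PNP-A, -3.88 for BX832035 and -2.16 for DQ108680. The adjusted p of these differences was at most 0.0193 (limma). The probes of UGT76B1, PDF1.4 and PNP-A were well above background on only 1 of 4 line 1 arrays each. Those of BHLH039, BX832035 and DQ108680 were so on 2 of 5 *fdC2-8* arrays each. The size of these 6 differences thus rests in part on signal at background level. None of these genes but FdC2 passed the adjusted p in line 1 against wt, and UGT76B1 was not tested there. The lines differ in the degree of the knock-down and in whatever else distinguishes the transformed plants, and the design does not separate these.

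All 18 salicylic acid defence genes differed between the lines, all higher in *fdC2-8*, as did 8 of the 10 singlet oxygen genes. The defence genes were opposite in the lines: their median log2 fold change against wt was 2.04 in *fdC2-8* and -0.72 in line 1, where 17 of 18 were lower. Mislabelled samples are argued against by the FdC2 signal, which leaves a gap of 1.13 between the highest line 1 and the lowest wt array and of 1.37 between the highest *fdC2-8* and the lowest line 1 array. The slide is argued against by the difference between the lines with the slide as a block (3.9e-16 unadjusted in limma's camera test and 8.7e-06 in fry). A weaker knock-down alone would bring a smaller change in the same direction. Whether the fall of -0.72 in line 1 is a fall at all cannot be told apart from the spread of its arrays, since 1 of its 4 arrays had a median of 0.34 and the others -1.11 to -1.05, 0 of the 18 genes passed the adjusted p in limma (8 at an unadjusted p under 0.05), and the unadjusted value was 0.079 in fry where it was 7.8e-08 in camera. The anthocyanin genes were higher in both lines, with medians of 1.28 and 0.94 and 8 of 9 genes higher in line 1 (adjusted p = 0.00675 in camera, 0.179 in fry), and between the lines limma found 0 of 10 past the adjusted p, with 0 at an unadjusted p under 0.05 and 0.412 unadjusted in fry. A dependence of the defence genes on the degree of the knock-down stays open, since the test of a weaker knock-down could not decide it. The duration of the knock-down, or another difference between the lines, stays open too and was not tested.

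In *fdC2-8* against wt, stress responses that the paper does not discuss as lists were changed. Of the salicylic acid defence genes 16 of 18 were called (15 with all 6 individuals), with a median of 2.04 (1.91) and values from 0.87 (WRKY70) to 3.70 (PR2). Of the singlet oxygen genes 8 of 10 were called, with a median of 1.50 (1.34 with all 6 individuals), and of the anthocyanin genes 6 of 10, with a median of 1.28 (1.23). Of the heat shock genes 3 of 8 were called, with a median of 0.90 (0.77). All called genes of these lists were higher. The genes that the study chose for Tables S3 to S6 make up 2 of 18, 5 of 10, 5 of 11 and 5 of 13 genes of these lists, in this order. Without the genes of Tables S3 and S4, 15 of 16 defence genes were called (5.5e-15 unadjusted in camera and 2.8e-05 in fry). This argues against these tables as the source of the pattern for the defence genes, of which they hold only 2 of 18. The singlet oxygen, anthocyanin and heat shock lists, which share more genes with the study's tables, were not retested in this way. In camera the adjusted p over the 9 sets was 1.76e-15 for defence, 1.85e-07 for singlet oxygen, 5.5e-04 for anthocyanin and 2.6e-04 for heat shock, and fry held for each. Regroupings of the arrays gave camera values as small in 3 of 32 for defence, 3 of 32 for singlet oxygen, 11 of 32 for anthocyanin and 2 of 32 for heat shock, the real one included, so that for camera chance cannot be excluded for anthocyanin. For heat shock the other one is the regrouping with all 5 numbers exchanged, which keeps the groups apart except for wt individual 3, and for defence and singlet oxygen the others are this one and 1 with 4 of the 5 exchanged, so that these counts leave the question open. The genes of such a list rise and fall together between individuals, which camera with a preset correlation does not count. The 32 regroupings, which part every same-numbered pair of wt and *fdC2-8*, were run after 100 random ones, in which the numbers were 1, 2, 22 and 4 of 100.

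Between the lines, 40 of 42 nuclear photosynthetic, 19 of 20 antenna and 45 of 80 plastid-encoded genes were past the adjusted p, each lower in *fdC2-8*. Against wt these lists were lower in *fdC2-8* and near wt in line 1 (median log2 fold change 0.02, -0.01 and 0.03), where 0 genes passed the adjusted p in limma and 0, 0 and 9 an unadjusted p under 0.05. Regroupings of wt and *fdC2-8* gave as many genes past the adjusted p in 1 of 32 for each list, the real one. Those with 1 to 4 arrays exchanged gave 0 for each list. In the real grouping 7253 of all genes tested passed. The count thus follows the difference between the groups over all genes and is no test of these lists. For the nuclear list, the scaling to the 75th percentile is argued against as the whole cause by quantile normalization, under which the median was -0.19, with an SD of 0.0708 between arrays and 5 of 5 arrays below 0. A shift of all bright probes is argued against by random lists matched on signal, among which the median of the nuclear list lay at percentile 0 (random lists -0.31 to -0.18) and that of the antenna list at percentile 0.79 (-0.34 to -0.15). For the plastid-encoded genes both explanations are in line with the values: their median was 0.022 under quantile normalization, with 0 of 5 arrays below 0, and lay at percentile 68.5 of the random lists (-0.28 to -0.16). A lower abundance of nuclear photosynthetic transcripts in *fdC2-8*, well under a fold change of 2, is thus a hypothesis found on these data, and whether plastid transcripts changed stays open.

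MRD1 was the only gene well above background on all 10 RNAi arrays and on no wt array, and no gene was on in wt and off in all RNAi plants. It did not follow the degree of the knock-down: the difference between the lines was -0.19 (standard error 0.149, 95% interval -0.51 to 0.13, limma adjusted p = 0.326), while FdC2 differed by -2.11 (adjusted p = 5.2e-07). A probe that also binds the RNAi transgene is argued against by the neighbouring probe of HEI10 on the other strand, 66 bases away, which was not well above background on any wt array and on all 10 RNAi arrays and was at least 2.63-fold higher in *fdC2-8* and at least 3.65-fold in line 1. An earlier form of this test, which counted the probes of MRD1, was replaced because it decided nothing. The other HEI10 probe rose by 0.82 and 1.07 on the log2 scale in the lines, and the neighbours MSL4 and MUM4 did not pass a fold change of 2. A difference at this locus between the wt plants and the plants that were transformed is a candidate explanation that the arrays do not test.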

How the results depend on the processing

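The alternatives were those listed in the processing summary, and 1, values relative to ACT2, was added after the values were seen and is not among the counts below; which of the changes below were named was chosen after the results were seen. With all 3 groups, the individual's number as a block was by mistake first run on all arrays and then, as planned, on individuals 1 to 4. Of the results against wt in *fdC2-8*, those for FdC2 (23 alternatives), GLP5 (23), BHLH038 (23), BHLH039 (22), BHLH100 (22), BHLH101 (23), the Table S6 genes (23) and the tetrapyrrole synthesis genes (23) kept their direction and their side of the adjusted p, or their count within a factor of 1.5, under every one run of those fixed at the outset. For single genes this leaves the fold change of 2 aside, which BHLH039 did not reach under normexp background correction (-0.85). FdC2 lay between -3.66 and -3.33, BHLH101 between -1.69 and -1.05, and the Table S6 count between 35 and 54. The counts of 0 plastid-encoded, nuclear photosynthetic and tetrapyrrole synthesis genes at a fold change of 2 held under all 23 alternatives. The WRKY, Aux/IAA, salicylic acid defence and singlet oxygen sets were past 0.05 unadjusted under all 25 alternatives of the set tests. With the stricter filter no value can be given for BHLH039, BHLH100, BX832035, DQ108680, MRD1, PDF1.4, TA48759_3702 and UGT76B1, which it drops. CAO, CHL27, Lhca2, PsbS, AT4G12490 and PNP-A kept their direction and their side of the adjusted p under all 23 alternatives, and of the genes that the stricter filter drops all but UGT76B1, which was outside it in the inferred t-test, did so under the other 22.

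The numbers of genes called in *fdC2-8* were within a factor of 1.5 of the 934, and of the 955 at the methods' criterion, under 21 of 23 alternatives. Normexp background correction gave 501 genes called (500 of them among the 934) and 504 at the methods' criterion, and the cause was not tested. The stricter filter gave 539 and 544 with fewer genes tested (18086). Without any filter 1061 genes were called, 912 of them among the 934, and with each replicate left out 850 to 1038. The share of called genes that were higher lay between 80.6 and 88.6%, and the median log2 fold change over all genes between -0.08 and -0.01. With the individual's number as a block 938 genes were called, 905 of them among the 934, and the block changed the number of plastid-encoded genes past the adjusted p and the side of the adjusted p for psaC, psbA, psbB, Lhca1, Fd1 and Fd2.

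The photosynthetic lists depended on the scaling. The median of the plastid-encoded genes changed direction to 0.022 under quantile normalization, 0.020 with the authors' normalized table and 0.021 in the inferred t-test, and the number past the adjusted p was 25 with the authors' table (14 higher) and 21 with the individual's number as a block. The median of the nuclear photosynthetic genes was -0.19 under quantile normalization and -0.20 with the authors' table and in the inferred t-test, and 22 passed the adjusted p under quantile normalization. For the antenna genes the medians under these 3 settings were -0.12, -0.10 and -0.10, and 8, 9 and 10 genes passed. The number of antenna genes at a fold change of 2 was 1 with all 6 individuals and 0 to 1 with a replicate left out (1 without *fdC2-8* replicate 1, 2 or 5 or wt replicate 2, 5 or 6), where LHCB4.3 crosses the threshold. The cause of these changes was not tested beyond the tests of the scaling given with the lists.

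The study's gene tables followed the number of genes called. Normexp background correction gave 56 genes of Table S3 and 9 of Table S5, and the cause was not tested. With the stricter filter, which tests fewer genes, the counts were 55 for Table S3, 9 for Table S4, 10 for Table S5 and 7 for the Table S5 genes opposite to *nramp3 nramp4*. Among the set tests, camera with an estimated correlation between genes left 5 sets outside 0.05 unadjusted: bHLH (0.0761), ARR (0.0725), iron deficiency (0.187), anthocyanin (0.137) and heat shock (0.0589). After adjustment over the 9 sets, 0 passed in camera with this setting (lowest adjusted p 0.0978). This setting counts that genes of a set move together.

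For line 1, FdC2 stayed past the adjusted p under 10 of 11 alternatives, with values from -1.59 to -1.38. With the individual's number as a block it was -1.46 (limma adjusted p = 0.0861, of a range of 3.97e-04 to 0.0861 over the alternatives), lower in 4 of 4 arrays, in a fit with fewer samples. The 9 genes called in line 1 became 4 with normexp background correction, 15 with quantile normalization, 20 with the authors' table, 2 with no filter, 18 with the slide as a block, 3 with the individual's number as a block, and 2 to 81 with a line 1 replicate left out. MRD1 was called under all of these settings and FdC2 under all but the individual's number as a block. Without a filter the median over all genes was 0.16. The cause was not tested. Between the lines, normexp background correction gave 625 genes, and the other 11 alternatives kept the count within a factor of 1.5. The correlation of the fold changes across genes was -0.017 with no filter and -0.30 to -0.13 with a replicate left out.

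Among single genes, psbB changed direction to 0.089 under quantile normalization, 0.11 with the authors' table and 0.12 in the inferred t-test, and Lhcb1.2 to 0.0015, 0.046 and 0.047. For psaA the value was -0.0075 with all 6 individuals and -0.0058 to 0.058 with a replicate left out (-0.0058 without *fdC2-8* replicate 2). For FER1 it was 0.034 under quantile normalization, 0.0086 with the slide as a block and -0.19 to 0.39 with a replicate left out (0.39 without wt replicate 1), and for FER3 -0.13 to 0.055 (0.055 without wt replicate 1). None of psaA, Lhcb1.2, FER1 and FER3 was past the adjusted p in the comparison of the paper's samples, and the cause was not tested. Relative to ACT2, on the brightest probe of each gene, psaC (0.037), psbA (0.14), psbB (0.18), rbcL (0.065), Lhca1 (0.10) and Lhcb1.2 (0.11) changed direction, and FdC2 (-3.27) and the 4 BHLH Ib genes did not. Under quantile normalization psaA was past it, and so was psbB in the inferred t-test. In the same direction but outside the adjusted p were psbA under 11 of 23 alternatives, psbB under 10, FdC1 under 9, Lhca1 under 7, Fd2 under 5, psaC under 4, rbcL, ACT2 and Lhcb5 under 3, Lhca4 under 2 and Lhcb4 under 1, while Fd1 came past it under 7 and Lhcb1.2 under 4.

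Signal over background limits what these arrays can show. On each array 57.0 to 70.1% of the probes were well above background, genes below the filter were not tested, and 30 of the 934 called genes have only a bound of their fold because their probe was at background in 1 of the groups.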

Differences from the paper's values

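The alternatives counted here were set before the data were examined, and each is held against its own replicate spread, the larger SD of the groups compared under that setting. In Fig. 2b the paper shows quantitative PCR values on a log2 scale of about 0, read by eye, for 6 photosynthetic genes. The legend of the figure names array values beside them. The differences given for these 6 genes are thus between 2 methods, and the spread is that of the arrays, without the error of the quantitative PCR. The array value for psaC was -0.31, and all 23 alternatives differ by more than their own spread from the paper's about 0 in Fig. 2b, read by eye. For psbB it was -0.17, and all 23 alternatives differ as well. For psbA it was -0.21 and for Lhca1 -0.25, against about 0 in Fig. 2b, read by eye, and quantile normalization, the authors' normalized table and the inferred t-test give values within the replicate spread of it, while the other 20 alternatives do not. For rbcL it was -0.28 against about 0 in Fig. 2b, read by eye, where the authors' table and the inferred t-test come within the spread and the other 21 do not. For Lhcb1.2 it was -0.23 against about 0 in Fig. 2b, read by eye, where normexp background correction and quantile normalization come within the spread and the other 21 do not. For these 6 genes the spread is smaller under quantile normalization, with the authors' table and in the inferred t-test than in the values given here. Held against the spread of the latter (0.163 for psaC, 0.123 for rbcL and 0.158 for Lhcb1.2), psaC would be within it under these 3 settings (-0.08 in each), rbcL under quantile normalization as well (-0.04), and Lhcb1.2 with the authors' table and in the inferred t-test (0.05 in each) but not with normexp background correction (-0.19). The internal control of the quantitative PCR was ACT2, and relative to ACT2 on each array, a setting chosen after seeing the values, the array gives 0.04 for psaC, 0.14 for psbA, 0.07 for rbcL, 0.10 for Lhca1 and 0.11 for Lhcb1.2, each within the replicate spread of about 0 in Fig. 2b, read by eye, and 0.18 for psbB, outside it. These values are of the brightest probe of each gene. On that scale FdC2 is at -3.27, outside the spread of the paper's about -3.6 in Fig. 2b, read by eye.

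In Table S3 the paper's log2 value for AT1G26380 is 1.87, against 0.35 here, and all 23 alternatives differ from it. The mean over the probes of the gene calls it nevertheless. For AT1G63720 the paper's value is 1.13, against 1.55 here. The 11 alternatives that come within the replicate spread are all 6 individuals, normexp background correction, quantile normalization, the authors' table, the mean over probes, the inferred t-test, and leaving out *fdC2-8* replicate 1 or 6 or wt replicate 1, 2 or 4, while the other 12 do not. For GSTU4 the paper's value in Table S3 is 3.83, against 1.26 here, and all 22 alternatives that test it differ. In Table S5 the paper's value for AT1G53490 (HEI10) is 1.6, against 0.82 here. The authors' table, the mean over probes and the inferred t-test come within the spread and call the gene, while the other 19 alternatives differ. In Table S6 the paper's value for ATGSTU4, the GSTU4 of Table S3, is 3.8, against 1.26 here, with all 22 alternatives different, and the paper's value for EXL1 (AT1G35140) is -1.3, against -0.50 here, and all 23 alternatives differ.

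The paper lists further genes in Tables S3 to S6 that were tested but not called here, and each but AtFBA5 (-0.90 here) and EXL1 was called under some alternative. For LRR XI-23 (0.99) these were quantile normalization, the authors' table, the slide as a block, the inferred t-test and leaving out *fdC2-8* replicate 2 or 5 or wt replicate 4 or 6. For EDS16 (0.96), which Table S6 lists as ATICS1, they were the inferred t-test and leaving out *fdC2-8* replicate 2 or 5 or wt replicate 6. NUDT7 of Table S4 was called with quantile normalization, the authors' table, the individual's number as a block, the inferred t-test and without *fdC2-8* replicate 2 or 5 or wt replicate 3. AT5G24210 (0.99) was called with quantile normalization, the authors' table, the slide or the individual's number as a block, the inferred t-test and without *fdC2-8* replicate 4, 5 or 6 or wt replicate 2, 3 or 6. AT4G17070 (1.00, under the threshold before rounding) was called with the individual's number as a block, the inferred t-test and without *fdC2-8* replicate 2 or 5 or wt replicate 1, 3 or 6. AT5G19240 (0.94) was called with quantile normalization, the authors' table, the mean over probes, the inferred t-test and without *fdC2-8* replicate 5 or wt replicate 6. Of the 7 genes of Table S3 and 2 of Table S6 whose probe did not pass the filter, 4 and 2 were called when no filter was applied, namely GSTU25, AT2G04070, AT3G63380 and AT4G22980, and ATHSP17.4 and ATHSFA2, and the other 3 (ARI12, AT3G02840 and AT4G28460) under no alternative.

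The paper states that typical nuclear photosynthetic genes are not affected. At a fold change of 2 none was called here, but all 42 listed genes were lower and 39 were past the adjusted p. The paper states that the arrays show no significant mis-regulation among the genes of the plastid genome. None passed a fold change of 2 here, but 40 of 80 were past the adjusted p, all lower, a direction that quantile normalization does not keep. For BHLH100 the paper's Fig. 7a shows about -2.3, read by eye, where Table S5 gives a larger fall for the same gene.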

Other observations

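The tests on the BHLH Ib genes, on the pairs and the clock genes, and on the values of the study's tables were chosen only after the results were seen. The regroupings of the arrays were planned, except that those which part the same-numbered pairs were chosen after the pairing was found. For the genes called in *fdC2-8* against wt and for those at the methods' criterion, 1 of 32 such regroupings, the real one, gave as many, so that chance can be excluded. The other 31 put 1 to 5 of the *fdC2-8* arrays in the place of their wt pair: 30 of them, with 1 to 4 arrays exchanged, gave 0 genes in limma, and the one with all 5 exchanged, which keeps the groups apart except for wt individual 3, gave 624. At the methods' criterion the largest other count was 730. Random regroupings (100 of the 462 possible), which were run first and do not part the pairs, gave at most 48 other than the real one, and 595 at the methods' criterion. The one drawn that follows the slides most closely gave 0. For the tetrapyrrole synthesis genes past the adjusted p, the real one alone (1 of 32) gave as many. The regroupings with 1 to 4 arrays exchanged gave 0 of them, so that this is no test of the list itself. For the Table S3, Table S4, Table S5 and Table S6 genes it was 1 of 32 each as well, but the study chose these genes on the real grouping, so that this is no test of chance. In the camera tests of the transcription factor families, the real grouping alone gave as much for WRKY, Aux/IAA and ARR (1 of 32 each). This is the smallest share these regroupings can give, and it makes no allowance for the 9 sets tested. Chance is thus argued against for each of these families taken alone, but is not excluded over the sets. It is left open for bHLH (2 of 32, the other one with 1 of the 5 numbers exchanged, and 8 of the 100 random ones).

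The fall of the tetrapyrrole synthesis genes in *fdC2-8* lay at percentile 16.3 of random lists matched on signal (random lists -0.23 to -0.03, the list -0.18), so that a shift of all bright probes is in line with it. Over all genes tested, the brightest 2163 had a median log2 fold change of -0.15, and groups of like size at lower signal had -0.08 to -0.04.

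Beyond the BHLH Ib genes, the list of the iron deficiency response held 14 genes, of which 4, the BHLH Ib genes, were called in *fdC2-8* and 9 were past the adjusted p (5 with all 6 individuals), all lower, with a median of -0.45 (-0.37). As a set it was lower in camera (adjusted p = 0.00104; 0.00495 with all 6 individuals) but not with an estimated correlation (adjusted p = 0.187), and 10 of 32 regroupings gave as much (19 of the 100 random ones), so that chance cannot be excluded. Without the BHLH Ib genes, 0 of 10 were called by limma, with 6 at an unadjusted p under 0.05 and 5 past the adjusted p (1 with all 6 individuals), and 0 by the inferred t-test, and the median was -0.34 (-0.28). IMA1 was lowest (-0.78), and OPT3 was higher (0.24). Whether the fall of the BHLH Ib genes belongs to a wider fall of this response cannot be told apart from a fall of these genes alone, since the remaining genes gave 0.0577 unadjusted in camera (0.161 with all 6 individuals) and 0.0131 in fry. Signal at background level is argued against as its source: all 4 genes passed the adjusted p under normexp background correction and the 2 tested under the stricter filter did so too, with a largest adjusted p of 0.00256. In line 1 the log2 fold changes were -0.79 for BHLH038, -0.32 for BHLH039, -1.48 for BHLH100 and -0.75 for BHLH101, and none passed the adjusted p in limma, with BHLH100 past an unadjusted p of 0.05.

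Of the 6 iron storage genes 5 were tested and 0 were called in *fdC2-8* by limma, with 0 at an unadjusted p under 0.05 and a median of -0.05 (-0.10 with all 6 individuals). FER1 had a log2 fold change of -0.02, FER3 of -0.05 and FER4 of -0.13, and FER2 was not well above background on any array. Of the 3 FeSOD genes 0 were called by limma, with 0 at an unadjusted p under 0.05 (1 with all 6 individuals), and FSD1 was at 0.18, FSD2 at -0.18 and FSD3 at 0.23. Over the 23 alternatives FSD1 lay between 0.02 and 0.31, FSD2 between -0.25 and -0.11 and FSD3 between 0.15 and 0.29. FER4 lay between -0.18 and -0.02. The inferred t-test called 0 genes of either list as well. Of the ferredoxin genes Fd1 fell by 0.34 (adjusted p = 0.057, 3 of 5 arrays below all wt arrays), Fd2 fell by 0.37 (adjusted p = 0.0202, 3 of 5) and FdC1 fell by 0.28 (adjusted p = 0.0306, 4 of 5), with -0.32, -0.35 and -0.26 in all 6 individuals. Over the alternatives the adjusted p lay between 0.0256 and 0.485 for Fd1, 0.00871 and 0.446 for Fd2, and 0.0141 and 0.112 for FdC1. With the individual's number as a block Fd1 passed the adjusted p (0.0256) and Fd2 did not (0.0512). Of 10 jasmonate genes 3 were called higher, with a median of 0.86 (0.80 with all 6 individuals), PDF1.2A the highest (2.69), and the unadjusted value was 0.00698 in camera, 0.0902 in fry and 0.324 with an estimated correlation.

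Same-numbered wt and *fdC2-8* individuals deviated together from their group means across genes, with correlations of 0.154 to 0.540 (median 0.438) in 5 pairs, against a median of -0.198 in 25 different-numbered pairs, where genes are not independent replicates. The numbers of line 1 did not pair in this way with either group. The slide may account for part of this: 4 of the 5 pairs lie on one slide, and different-numbered pairs on one slide had a median of 0.219 (11 pairs), against -0.302 for 14 pairs on different slides. The same-numbered pair that lies on different slides had 0.154, a value above the 0.1 that the first version of this test asked for; that version was then replaced by the comparison of different-numbered pairs. A different hour of harvest may also account for it: the same-numbered deviations of 15 clock genes covaried with a median of 0.0712, at percentile 100 of 10000 random lists (median 0.00307). With each slide's mean removed, the clock genes had 0.00455, at percentile 98.4 of the random lists, so that the slide is argued against as the whole cause for the clock genes, but narrowly (95% of the random lists reached up to 0.00403). PRR5, chosen after its values were seen, differed from the wt mean by -1.47, -1.00, -1.41, 0.88, 1.02 and 1.97 on the log2 scale in wt individuals 1 to 6. TOC1 was higher in *fdC2-8* (0.91, adjusted p = 0.00545, 0.87 with the individual's number as a block) and PRR7 lower (-0.84, adjusted p = 0.0030, -0.88 with the block). Since line 1 holds individuals 1 to 4 only, an hour that differs between numbers could in part mix with the difference between the lines.

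The 5 genes whose values in Tables S3, S5 and S6 are apart from those found here were AT1G26380, AT1G63720, GSTU4, HEI10 and EXL1. For all 5 the authors' normalized table, under the name used in Table S1, gives the ratio printed in the paper within 0.05. For AT1G26380 and GSTU4 the brightest probe carries another name than that used in Table S1, and the probes of the gene gave log2 fold changes of 0.35 to 1.94 and of 0.14 to 4.17. For AT1G63720 (0.56 to 1.55) and HEI10 (0.82 to 3.19) the authors' table averages 2 probes. The name behind EXL1 belongs to AT2G35150 (EXL7) in the reference. The probe, or the averaging of probes, is thus a candidate source of these differences.

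Across the 21069 genes measured in both comparisons, the fold changes of *fdC2-8* and line 1 against wt had a Pearson correlation of -0.209 and a Spearman correlation of -0.0952, where genes are not independent replicates. Both comparisons share the wt arrays, which alone brings a positive correlation: in 100 simulations of unchanged groups the Pearson correlation had a median of 0.461 (0.098 to 0.761 for 95% of them), with 1 as low as that observed. The sign was the same in 44.2% of the genes (simulated median 64.6%). A weaker copy of *fdC2-8* in line 1 would bring a positive correlation. Beyond a weaker knock-down, no biological explanation of the difference between the lines was tested. The genes of Tables S3 and S4 had medians of -0.25 and -0.64 in line 1, where 76 and 14 of them were tested. With genes at their bound the medians were -0.24 and -0.53.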
